# Improved definition of the mouse transcriptome via targeted RNA sequencing

**DOI:** 10.1101/gr.199760.115

**Published:** 2016-05

**Authors:** Giovanni Bussotti, Tommaso Leonardi, Michael B. Clark, Tim R. Mercer, Joanna Crawford, Lorenzo Malquori, Cedric Notredame, Marcel E. Dinger, John S. Mattick, Anton J. Enright

## Abstract

Targeted RNA sequencing (CaptureSeq) uses oligonucleotide probes to capture RNAs for sequencing, providing enriched read coverage, accurate measurement of gene expression, and quantitative expression data. We applied CaptureSeq to refine transcript annotations in the current murine GRCm38 assembly. More than 23,000 regions corresponding to putative or annotated long noncoding RNAs (lncRNAs) and 154,281 known splicing junction sites were selected for targeted sequencing across five mouse tissues and three brain subregions. The results illustrate that the mouse transcriptome is considerably more complex than previously thought. We assemble more complete transcript isoforms than GENCODE, expand transcript boundaries, and connect interspersed islands of mapped reads. We describe a novel filtering pipeline that identifies previously unannotated but high-quality transcript isoforms. In this set, 911 GENCODE neighboring genes are condensed into 400 expanded gene models. Additionally, 594 GENCODE lncRNAs acquire an open reading frame (ORF) when their structure is extended with CaptureSeq. Finally, we validate our observations using current FANTOM and Mouse ENCODE resources.

Advances in sequencing technology have permitted rapid high-throughput sequencing of cDNA and the discovery of novel genes and transcript isoforms. This has also fostered the rapid accumulation of annotated long noncoding RNAs (lncRNAs) (Bussotti et al. 2013) and further recognition that the vast majority of genes express alternative isoforms (Katz et al. 2015). Current estimates of human lncRNA loci range from 58,648 from a large compendium of RNA-seq data sets (Iyer et al. 2015) to 15,900 lncRNA loci (27,670 transcripts) in the more conservative GENCODE catalog (Harrow et al. 2012). The FANTOM3 Consortium identified 34,040 mouse cDNAs lacking coding capability (The FANTOM Consortium et al. 2005; Maeda et al. 2006), with only 6951 lncRNA loci (9962 transcripts) currently annotated in GENCODE (M4). This number discrepancy suggests a pressing need to increase and improve mouse gene annotations to make them comparable to those that exist for human.

LncRNAs are commonly defined as transcripts longer than 200 bases lacking the potential to be translated into proteins (Derrien et al. 2012). They exhibit a wide range of lengths. For example, *XIST* has a 19-kb isoform in human (Pontier and Gribnau 2011), whereas *NRON* (Willingham et al. 2005) is just over 600 nt. They characteristically exhibit low expression (mostly 0.1–0.001 fragments per kilobase of transcript per million mapped reads [FPKM] in human), considerably below the protein-coding expression range (0.1–10 FPKMs) (Derrien et al. 2012). Recently, there has been increasing evidence that lncRNAs serve crucial biological roles (Mattick 2009). Examples include organism development (Amaral et al. 2009; Mattick 2011), imprinting (Zhang et al. 2014), epigenetic control (Nakagawa and Kageyama 2014), X inactivation (Froberg et al. 2013), and cancer etiology (Yang et al. 2014).

The discovery of functional but rare RNAs is limited by the sensitivity of sequencing methods to low-abundance transcripts and may be improved by depletion of ribosomal RNA or protein-coding transcripts. Previous work (Jiang et al. 2011) showed that 43% of sequencing reads aligned to the 1.5% most common transcripts, whereas only 1% of reads mapped to the 44% least abundant transcripts. This low depth of coverage inhibits current ab initio or de novo assemblers from identifying accurate transcript models (Steijger et al. 2013), hampering evolutionary conservation analysis, transcript quantification, and differential expression analyses. Additionally, lncRNAs typically exhibit highly tissue- or condition-specific expression (Cabili et al. 2011; Derrien et al. 2012). As a consequence, the vast majority of lncRNAs can remain undetected if samples are not enriched for specific cell types. Hence, despite sequencing enabling identification of poorly expressed genes, the extent and complexity of higher eukaryotic transcription remains elusive. Our motivation is to reliably uncover the fraction of the genome that is expressed, the complexity of this expression, and to better utilize this information for lncRNA annotation (Mattick and Makunin 2006; Clark et al. 2011; Kellis et al. 2014).

Together with the identification of thousands of novel genes, sequencing has been readily utilized in the study of alternative splicing (Bryant et al. 2012; Merkin et al. 2012). Alternative splicing is a mechanism in which a single gene can produce different transcript isoforms by combining together different exons. This is an essential regulatory process. Many splicing factors display embryonic lethality when knocked out, and genomic aberrations that alter splicing are associated with a plethora of diseases (Tazi et al. 2009). In transcript model reconstructions, e.g., using Cufflinks, Trinity, or StringTie (Trapnell et al. 2010; Grabherr et al. 2011; Pertea et al. 2015), isoform reconstruction is driven by sequence reads that cross exon–exon splicing junctions. Recent work (Pervouchine et al. 2015) suggests that when analyzing Mouse ENCODE RNA-seq data, it is possible to identify up to 200,000 mouse splice junctions unreported by GENCODE. This discrepancy demonstrates that many exons and splice isoforms are missing from current annotations and suggests further transcriptome complexity remains to be detected. If a splice junction is rare, then the union of two exons is likely to be poorly supported. In this scenario, most assemblers fail to correctly call the junction, leaving two exons as independent units. This problem is compounded by the fact that monoexonic transcripts are then often discarded (Denoeud et al. 2008; Cabili et al. 2011) by de novo transcript detection.

Many of these issues can be addressed using targeted RNA sequencing (CaptureSeq). CaptureSeq utilizes magnetic bead-linked oligonucleotide probes to dramatically enhance the abundance of selected transcripts. Targeted cDNAs hybridize to the probes facilitating the purification of the RNA of interest prior to conventional RNA sequencing (Mercer et al. 2011). Previously, we used the CaptureSeq strategy to enrich and sequence targeted fractions of the human transcriptome (Clark et al. 2015). This allowed the discovery of novel transcripts, expressed beneath coverage restrictions usually imposed by RNA-seq and the joining of previously fragmented annotations. In human leukemia cell lines (K562), 42.1% of the transcriptome was expressed below 0.0366 attomole/µL and was better quantified by CaptureSeq (Clark et al. 2015). This fraction of the transcriptome was enriched in cancer and other disease associated loci (Clark et al. 2015). Given the advantages of CaptureSeq to characterize and quantitate poorly annotated, lowly expressed and high tissue-specific human lncRNAs (Mercer et al. 2011; Clark et al. 2015), we applied this method to the much less annotated mouse transcriptome.

We prepared a CaptureSeq design with 190,689 probes comprising 28,228 known and predicted mouse lncRNAs annotations. Additionally, we created a second CaptureSeq design with 154,281 probes designed to target annotated splice junctions. We used these two probe designs to profile transcriptome complexity in five mouse tissues (including three brain subregions), revealing both novel lncRNA and coding transcripts and simultaneously correcting previous annotations.

## Results

The two CaptureSeq probe designs were used to perform targeted sequencing of the splice junctions and lncRNA loci of the mouse genome. The lncRNA design was generated considering a combination of annotated and predicted loci (Methods). This data set spanned 28,228 transcripts, an increase of ∼2.8-fold with respect to lncRNAs annotated in GENCODE (M4). Transcript coordinates and an accompanying annotation table of targeted lncRNAs are provided (Supplemental Data S1, S2, respectively). We used probes designed to perform targeted sequencing in five mouse tissues: brain, heart, kidney, liver, and testis. Typically lncRNAs are highly tissue specific and enriched in brain and testes (Cabili et al. 2011). Furthermore, distinct neuronal populations have characteristic lncRNA expression landscapes (Kadakkuzha et al. 2015). To better represent the expression extent of brain lncRNAs, we included in our experimental design three additional brain subregions: cerebellum, cortex, and olfactory bulb. 

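RNA of 8 tissues of adult C57BL/6J mice was captured with both probe designs, which gives 16 libraries. The brain tissues were whole brain, cerebellum, cortex and olfactory bulb, and the nonbrain tissues were heart, kidney, liver and a tissue labelled testis. Each tissue has 1 library per capture design. The tissue was therefore the unit of every comparison between brain and nonbrain tissues (n = 4 in each group), and the spread is that between different tissues of a group. Cerebellum, cortex and olfactory bulb are parts of the brain, so the brain tissues overlap, whereas the nonbrain tissues are separate organs. The paper's Methods do not give the number of mice. The tests treat the tissues as independent, so their p-values do not describe variation between mice. The authors aligned the reads to GRCm38 with TopHat2, merged the Cufflinks assemblies of all libraries with Cuffmerge and deposited the merged assembly with a Cuffnorm value for each transcript and library. A value is an estimated number of fragments multiplied by a factor of its library. The values were summed over the transcripts of each gene model. Sums of up to 20 times the smallest step of a library are whole multiples of that step, to within 0.1 of a step (100% of them), so the fragments behind each sum were recovered. Gene models with a mean value of at least 10 over the libraries (30,849) were compared on the log2(value + 1) scale with limma. Gene names were taken from GENCODE M21 on GRCm38, and the 101,600 of its 141,862 transcripts whose identifiers date from the M4 era stood in for GENCODE M4. RNA of the brain tissues was extracted with TRIzol and RNA of the other organs with the RNeasy kit, and brain and nonbrain libraries were hybridized in separate pools. The number of PCR cycles after capture also differed between brain and nonbrain libraries. Tissue group, extraction, pool and PCR cycles therefore cannot be told apart. The libraries labelled testis went against their label. Of the 5 germ cell genes with at least 10 fragments in any library of the splice junction design, 0 were highest in the library labelled testis, whereas all 8 keratinocyte genes on a list written after this was seen were highest there.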

Starting from a total of 576,916,753 read pairs, 330,138,368 were successfully aligned to the mouse genome. 

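The recovered fragments came to 395,430,774 over the 16 libraries, ERCC spike-ins included. In lncRNA CaptureSeq, the libraries held 18,296,877 fragments for whole brain, 19,367,476 for cerebellum, 20,355,272 for cortex, 19,447,862 for olfactory bulb, 8,930,235 for heart, 16,534,599 for kidney, 20,176,546 for liver and 21,113,104 for the library labelled testis. In splice junction CaptureSeq, they held 40,761,607 for whole brain, 32,435,686 for cerebellum, 32,627,289 for cortex, 26,858,388 for olfactory bulb, 14,309,222 for heart, 30,864,575 for kidney, 43,889,288 for liver and 29,462,748 for the library labelled testis. ERCC spike-ins took 9.02% (olfactory bulb) to 45.6% (liver) of the fragments in lncRNA CaptureSeq and 7.81% (kidney) to 18.6% (whole brain) in splice junction CaptureSeq. GENCODE lncRNA genes took 10.2% to 22.1% of the fragments of the lncRNA design and 0.370% to 0.989% of those of the splice junction design. Protein-coding genes took 33.4% to 47.4% and 80.0% to 90.9%, and gene models without a GENCODE gene 7.36% to 32.1% and 0.237% to 1.13%. Single exon transcripts took 14.6% (liver) to 47.5% (olfactory bulb) of the fragments in lncRNA CaptureSeq, with 18.1% in whole brain, 34.6% in cortex and 41.3% in cerebellum. In splice junction CaptureSeq they took 0.418% (liver) to 1.78% (olfactory bulb). The 95% Wilson interval of each of these shares reaches at most 0.0325 percentage points to either side, for counting error only. Of 63 spike-ins with at least 100 fragments, 71.4% in the lncRNA design and 73.0% in the splice junction design separated every library with ERCC mix 1 from every library with mix 2, and the log2 ratio of the mixes ran from -1.04 to 2.24 in the lncRNA design.

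**Figure D1:**
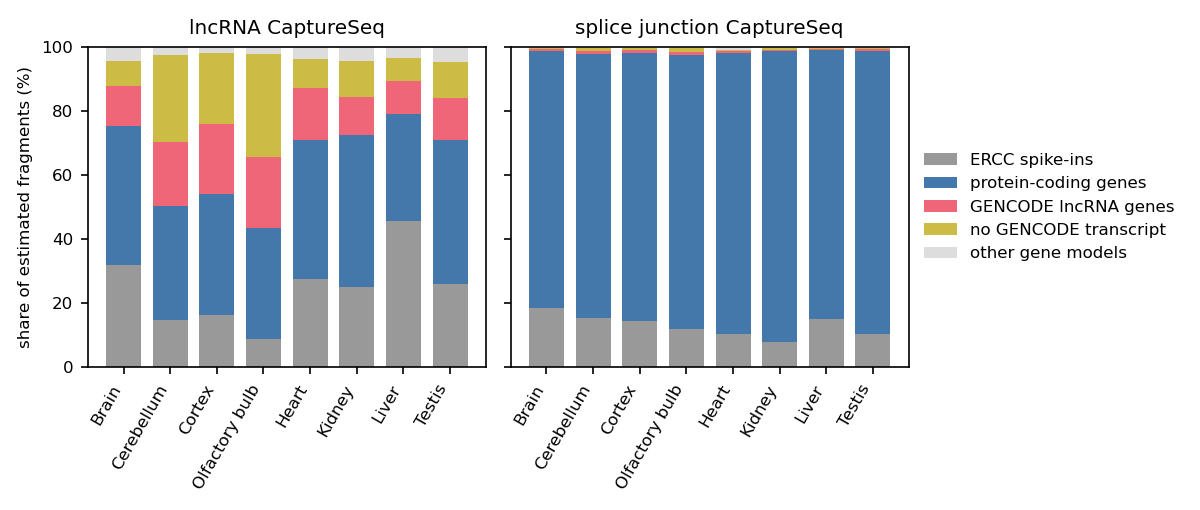
Share of the estimated fragments of each library (vertical axis, percent) that fell on ERCC spike-ins, protein-coding genes, GENCODE lncRNA genes gene models without a GENCODE gene and other gene models, for the 8 tissues (horizontal axis, with Testis for the libraries labelled testis) in each capture design. Protein-coding genes take at least 80.0% of every splice junction library and at most 47.4% of every lncRNA library.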

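Between the capture designs, lncRNAs were higher in lncRNA CaptureSeq and most protein-coding genes were higher in splice junction CaptureSeq, in the same 8 tissues. Of 4387 lncRNA gene models, 4047 were higher and 150 lower in the lncRNA design at an adjusted p under 0.05 from limma with the tissue as a factor, and of 11,201 gene models without a GENCODE gene, 10,378 were higher and 625 lower. Of 14,963 protein-coding gene models, 4064 were higher and 9558 lower. The median log2 fold change was 4.84 for lncRNAs, 5.85 for gene models without a GENCODE gene and -2.65 for protein-coding genes. Tug1 had a log2 fold change of 10.39 (standard error 0.20, adjusted p = 7.7e-12 from limma, n = 8 tissues), Peg13 one of 10.08 (standard error 0.24) and Gas5 one of 9.52 (standard error 0.24), with 9.09 for Firre and 7.51 for Kcnq1ot1. The 10 largest increases were those of the protein-coding genes Eef1e1 (11.20), Lmbrd2 (10.91), Gm49336 (10.65) and Tbp (10.65), the small RNA gene Scarna13 (10.77), the noncoding genes 9830144P21Rik (10.73), Zfas1 (10.66) and 2310009A05Rik (10.62) and the unclassified genes Gm37296 (10.83) and Gm19918 (10.66). Lmbrd2 and Gm49336 each have another gene model, which was lower in the lncRNA design (-1.61 and -3.46), and Firre has several, all higher. Among the largest decreases were those of the protein-coding genes Pla2g4a (-8.30), Anxa3 (-8.11), Nostrin (-7.81), Aox3 (-7.82), Tmlhe (-7.80), Nrap (-7.78), Folh1 (-7.77) and Arhgap6 (-7.68). For Pla2g4a, the standard error was 0.48 and the adjusted p 8.1e-09 from limma. The vascular gene Pecam1 fell by 5.66, the macrophage gene Csf1r by 5.44, the Y-linked gene Ddx3y, whose gene model also holds Uty, by 4.79 and the neuronal gene Slc17a7 by 3.98 on the same scale. Over all gene models, 18,726 were higher and 10,374 lower in the lncRNA design, with a median log2 fold change of 2.80. After quantile normalization, 14,019 were higher and 12,692 lower, with a median of 0.88. With gene symbols as the unit, which leaves out gene models without a GENCODE gene, the direction of the whole turned, with 7798 higher, 9978 lower and a median of -1.09. The direction of every gene named was kept under each scaling. The test treats the tissues, each with 1 library per design, as replicates of the capture, and values are on the log2(value + 1) scale, which understates the change of low genes.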

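The brain tissues lay closer to each other than to the nonbrain tissues. On the log2(value + 1) values averaged over both designs, the mean Euclidean distance was 203 ± 26.7 (SD, 6 pairs) among brain tissues, 303 ± 21.1 (SD, 6 pairs) among nonbrain tissues and 470 ± 37.6 (SD, 16 pairs) between the groups. Cortex was nearest to olfactory bulb (169), whole brain to cortex (173) and cerebellum to olfactory bulb (208). Heart was nearest to kidney (299) and liver to kidney (283), and kidney and the tissue labelled testis were nearest to each other (283). Distances between the groups exceeded those within them by 217 on average. This was the largest difference among all 35 splits of the 8 tissues into equal groups (exact permutation test, two-sided, p = 0.0286, the smallest that 35 splits allow). The capture design separated the libraries more than the tissue did. The first principal component held 72.0% of the variance of the 16 libraries, the next 14.6%, and the third 3.32%. Libraries of the same tissue captured with different designs lay 942 apart on average (862 to 1042), and libraries of different tissues captured with the same design 419 apart (324 to 559).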

Principal-component analysis (PCA) and clustering analyses based on expression levels and correlation correctly recapitulated the expected sample-to-sample relationships (Supplemental Figs S1, S2). In samples in which we performed targeted sequencing of splice sites, we measured a three- to sixfold increase in reads crossing splice junctions as compared to the other samples (from ∼10% to ∼60% junction spanning reads) (Supplemental Fig. S3A). We measured a similar enrichment when compared to standard RNA-seq from Mouse ENCODE (Supplemental Fig. S3B).

The mapped reads together with GENCODE (M4) annotations were used to guide assembly of the transcriptome. Annotations of both lncRNA and splice junction CaptureSeq experiments were merged together to generate a comprehensive assembly of 59,206 genes encoding 137,562 transcripts. 

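The merged assembly held 104,008 spliced and 33,554 single exon transcripts. Of its transcripts, 70,418 had the intron chain of a GENCODE transcript of the M4 era or, for single exons, lay inside a GENCODE exon, and 32,774 were new isoforms that share exons with GENCODE genes. A further 11,686 were intergenic, 11,180 lay within introns in the orientation of the host gene, and 1112 lay antisense to GENCODE exons. Looked at from the annotation, 38,988 of 42,774 M4-era genes (91.1%) had an exon overlapped on the same strand, with 98.1% of protein-coding genes, 96.3% of lincRNA genes and 88.8% of processed pseudogenes. Among small RNA genes, the share was 67.1% for snoRNAs and 53.1% for miRNAs. The 405 protein-coding genes not overlapped include 74 in a stretch of 4.48 Mb of chromosome 8 (119881350 to 124357237), whose 187 M4-era genes were not analysed here. Of 84,431 spliced M4-era transcripts, 58,446 (69.2%) were in the assembly with their whole intron chain. The M4-era set was itself cut where transcripts cease to be in the assembly, so these shares partly follow from that choice.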

The resulting data set incorporated the full GENCODE (M4) annotations together with the genes defined in the CaptureSeq experiments. 

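Of the 33,554 single exon transcripts in the assembly, 12,389 matched GENCODE, 10,819 lay within introns in sense orientation and 8270 were intergenic. Of the 11,180 transcripts within introns in sense orientation, 10,819 (96.8%) had a single exon, and of the intergenic transcripts 70.8% did. Among new isoforms of GENCODE genes, the share was 3.68%, and among the transcripts that matched GENCODE it was 17.6%. The whole assembly had 24.4% unspliced transcripts and the M4-era annotation 16.9%.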

As the CaptureSeq design included monoexonic ESTs and cDNAs (Methods) derived from sense intronic regions of the genome, this comprehensive assembly includes a higher fraction of unspliced transcripts with respect to GENCODE (24.4% versus 17.0%). When considering the spliced component only, the average number of isoforms per gene was comparable with GENCODE annotations (3.8 versus 3.2, respectively). However, the average number of exons per transcript was higher than in GENCODE annotations (9.8 versus 7.5, respectively; Wilcoxon *P*-value <2.2 × 10^−16^) (Supplemental Fig. S4). This indicates that newly discovered exons are predominantly assigned to already characterized genes and do not constitute independent monoexonic isoforms. 

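Spliced transcripts of the assembly had 9.81 ± 9.96 exons (SD over transcripts, median 7) and those of the M4-era annotation 7.54 ± 7.97 (median 5). Transcripts contained in a longer GENCODE transcript had most exons (15.6 ± 14.6, median 12, 9737 transcripts). New isoforms of GENCODE genes had 12.1 ± 10.2 (median 9), whereas spliced intergenic transcripts had 3.37 (median 3) and spliced antisense transcripts 2.93 (median 2). Transcripts with the intron chain of a GENCODE transcript had 8.14 ± 8.41 exons. The number of isoforms was 3.78 per spliced gene in the assembly (27,520 genes) and 3.13 in the M4-era annotation (26,999 genes), with a median of 2 in both.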

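Transcripts contained in a longer GENCODE transcript were also the longest class of the assembly, with a mean of 3922 ± 3588 nt (SD over spliced transcripts). New isoforms had a mean of 3095 ± 2395 nt, against 979 ± 863 nt for spliced intergenic and 806 ± 686 nt for spliced antisense transcripts. All spliced transcripts of the assembly together had a mean length of 2759 ± 2491 nt and a median of 2177 nt, and those of the M4-era annotation a mean of 1950 ± 2072 nt and a median of 1230 nt.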

The average transcript length increased from 1909 nt in GENCODE to 2759 nt, in agreement with the increased exons detected (Supplemental Fig. S4). The phastCons (Siepel 2005) conservation scores decreased from an average of 258.7 in GENCODE to 234.9 (Wilcoxon *P*-value <2.2 × 10^−16^), suggesting that many of the newly discovered isoforms are likely to be recently evolved or less constrained than annotated genes. This is in agreement with previous reports that low abundance genes tend to have less evolutionary constraint (Subramanian and Kumar 2004; Gout et al. 2010). This comprehensive unfiltered transcriptome assembly is freely available to the community as Supplemental Data S3.

We next sought to curate a high quality selection of novel transcripts (HQ set) by applying consecutive filtering steps to remove any mapping and assembly artifacts and to exclude previously annotated isoforms (Fig. 1).

**Figure 1.**
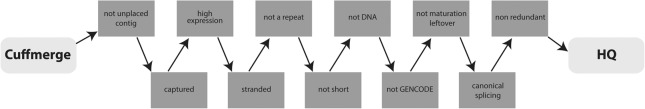
Filtering pipeline flowchart. The input is the comprehensive annotation returned by Cuffmerge. Then, we apply the series of 11 filters described in the text. The output is the high quality set (HQ).

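Outside the placed chromosomes, the assembly held 8 mitochondrial transcripts and 26 on scaffolds, of which 12 lay on GL456233.1, 10 on GL456216.1, 3 on JH584304.1 and 1 on JH584295.1. Without them, 59,181 genes and 137,528 transcripts were left.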

Initially, we excluded transcripts mapping to unplaced mouse contigs (Methods). Then, we selected only those transcripts whose exons overlap at least one CaptureSeq probe (either in the lncRNA or splice junction design). Transcripts overlapping solely to control probes were discarded. Next, we discarded any poorly supported transcript isoforms. We utilized the known quantities of RNA spiked-in controls to set a threshold below which we consider the expression readings and transcript assemblies likely unreliable. The spike-in controls used were External RNA Controls Consortium (ERCC) RNAs (Baker et al. 2005). These consist of a set of unlabeled, polyadenylated transcripts of differing sizes and concentrations in order to measure against defined performance criteria. These controls have become widely accepted for normalization and quantitation of RNA samples.

Previous reports demonstrated that transcript models with at least eightfold sequence coverage can be confidently assembled (Jiang et al. 2011). Thus, for each sample, we estimated the known concentration and the FPKM for which the ERCC controls reach a lower limit of 8× sequence coverage (Supplemental Figs. S5, S6). Transcripts consistently expressed below the established sample-specific FPKM thresholds were discarded. We next removed all transcripts for which Cufflinks/Cuffmerge failed to predict the transcript orientation. This is mostly the case for monoexonic and/or weakly supported transcripts. 

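On the placed chromosomes, 75 transcripts of 75 genes had no orientation. Each had a single exon. Their median length was 364 nt, and their median number of fragments in the library where each was highest was 13, against 31 for all single exon transcripts. Of the oriented transcripts, 137,453 were left. The repeat content was not analysed here.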

We then filtered out transcripts located in highly repetitive or low complexity areas (Methods). Although the vast majority of the transcripts had a low content of repeats and low complexity regions, we nevertheless discarded all transcripts that included >90% masked nucleotides (Supplemental Fig. S7B). 

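The assembly held 3555 transcripts shorter than 200 nt (2.58%), of which 3216 (90.5%) had a single exon and 3236 matched GENCODE. Among them were 908 of snRNA genes, 848 of snoRNA genes, 678 of miRNA genes, 188 of rRNA genes and 63 of other small RNA genes. Once they were left out, 55,712 genes and 133,923 transcripts remained.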

As the RNA-seq library preparation protocol does not reliably measure small RNA species (Ozsolak and Milos 2011), we removed all isoforms shorter than 200 nt (Supplemental Fig. S7A).

DNA contamination is an important consideration when detecting transcripts from sequencing data. Even with DNase treatment, it is possible for such contamination to produce short spurious monoexonic transcripts. Hence, we applied a filter to detect the presence of DNA contamination artifacts in our data. We discarded monoexonic intergenic transcripts without at least 80% of their reads mapping on the annotated strand in at least one sample. This filter affected only 45 transcripts, suggesting that most monoexonic transcripts in the set are not in fact DNA contamination (Supplemental Fig. S8). 

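Of the transcripts on placed chromosomes, 80,140 (58.3%, 36,222 genes) were found in the M4-era annotation. Of these, 70,409 had the same intron chain or, as single exons, lay inside a GENCODE exon over at least 99% of their length. The other 9731 lay within the exons of a longer GENCODE transcript, which does not exclude that they skip some of its exons. The annotated transcripts comprised 67,757 spliced and 12,383 single exon transcripts.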

We then removed transcripts already annotated in GENCODE (M4) (Methods). Similarly, we tried to prevent the inclusion in the data set of maturation leftovers of previous genes. We discarded the monoexonic transcripts embedded into introns and expressed in the same orientation of the host genes without independent supporting evidence for transcriptional initiation (either overlap with FANTOM Cap analysis of gene expression [CAGE] tags) (The FANTOM Consortium and the RIKEN PMI and CLST [DGT] 2014) or expressed enhancers (Methods; Villar et al. 2015).

Next, we used gffread tool of the Cufflinks package to verify annotations and discard multiexon transcripts that have any intron with a noncanonical splice site (i.e., not GT-AG, GC-AG, or AT-AC). Finally, we collapsed highly redundant transcript isoforms differing just by a few nucleotides (Methods). A summary of the number of genes and transcripts discarded and retained at each filtering step is shown (Table 1).

**Table 1.**
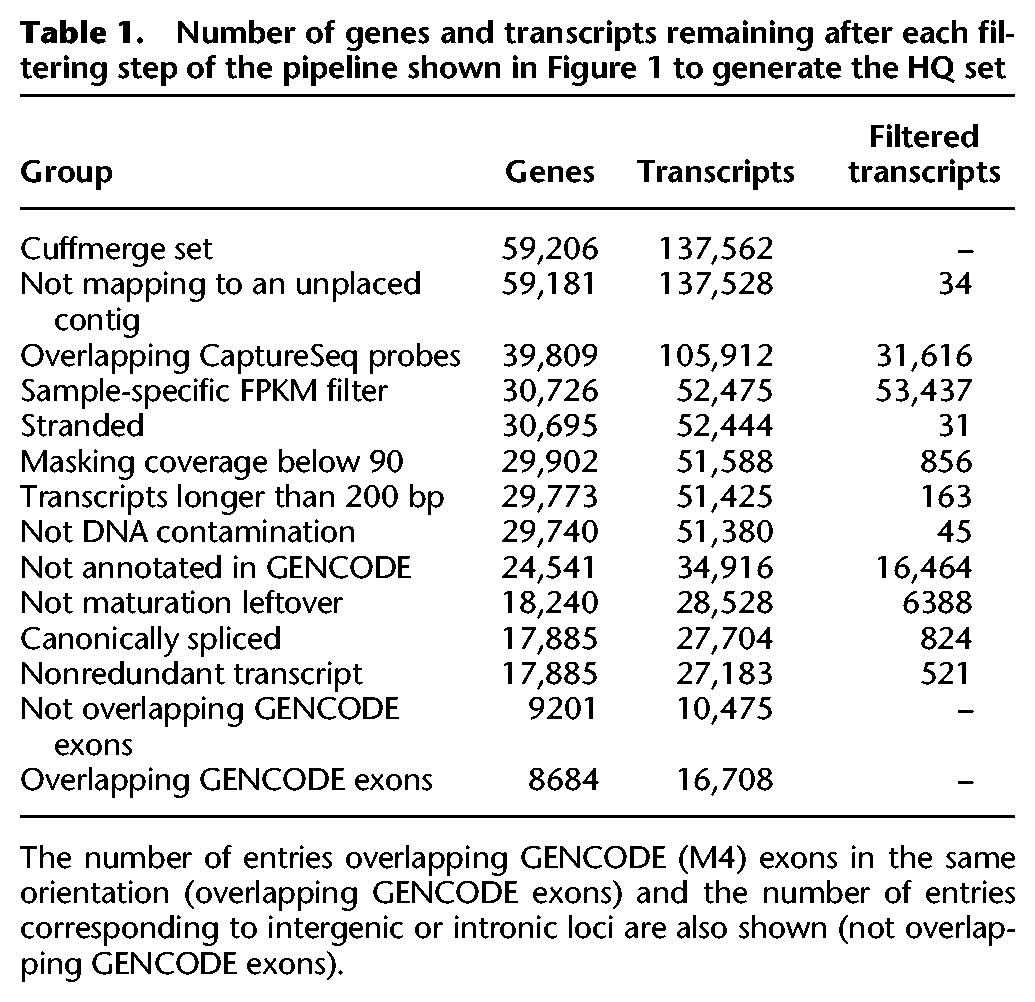
Number of genes and transcripts remaining after each filtering step of the pipeline shown in Figure 1 to generate the HQ set

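Transcripts not in the M4-era annotation numbered 57,022 in 33,926 genes, after the steps on placement, orientation and length. New isoforms of GENCODE genes made up 57.4% of them (32,711 transcripts of 12,555 genes), intergenic transcripts 20.1% (11,481) and transcripts within introns in sense orientation 19.6% (11,151). The remainder comprised 1084 antisense transcripts, 77 within introns on the opposite strand and 518 with another overlap. The filters on probes, repeats, strand bias, CAGE tags and noncanonical splice sites need inputs that were not used here, the redundancy filter was not applied either, and the coverage filter was applied only as an alternative. With at least 8-fold coverage in a library and without the sense intronic single exon transcripts, settings chosen after the data were seen, 27,829 transcripts of 17,126 genes were left.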

The final HQ assembly comprises 17,885 genes and 27,183 novel transcripts not present in GENCODE. These annotations include both novel transcripts from known GENCODE genes and novel loci (Supplemental Fig. S9). In this set, 18,597 transcripts are spliced, whereas the remaining 8586 are expressed as single exons. This filtered set of high quality novel transcripts is provided (Supplemental Data S4) together with relevant genomic and expression features (Supplemental Data S5). 

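Among the transcripts not in the M4-era annotation, before the filters that were not applied, 36,150 were spliced and 20,872 had a single exon. Of the spliced ones, 31,542 were new isoforms and 3391 intergenic. Of the single exon ones, 10,805 lay within introns in sense orientation and 8090 were intergenic. The median length was 2454 nt for new isoforms, 755 nt for sense intronic and 618 nt for intergenic transcripts.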

Next, we sought to establish any protein-coding potential of the HQ transcript set utilizing the CPAT algorithm for the detection of coding potential (Supplemental Fig. S10A; Wang et al. 2013). These results suggest that 11,756 transcripts have at least some significant coding potential, and 15,427 are true lncRNAs. This prediction is also supported by BLASTx (Altschul et al. 1990) and rpstBlastN (Marchler-Bauer et al. 2002) analyses (Supplemental Fig. S10B). The coordinates of coding and noncoding transcripts, respectively, are provided (Supplemental Data S6, S7).

The population of HQ exons originating from spliced transcripts and not overlapping GENCODE (M4) exon annotations in any strand comprises both coding and noncoding elements (Methods; Fig. 2A,B; Supplemental Fig. S11). These exons display three distinctive conservation patterns (Fig. 2C). The first group (comprising 657 exons) shows marked evolutionary conservation compared with their surrounding genomic context and a median ORF coverage 38.2% (Methods). The second group includes 1974 exons with moderate conservation and lower ORF content (median coverage 24.1%). Interestingly, the last group includes 10,259 exons overlapping mouse-specific regions and repeats (Supplemental Fig. S12). This group is likely to be enriched in nonfunctional elements or RNAs for which their sequence is not necessary to exert their function. Interestingly, we also observed a conservation of the splice sites for the exons of the first two groups, consistent with what was previously described (Nitsche et al. 2015).

**Figure 2.**
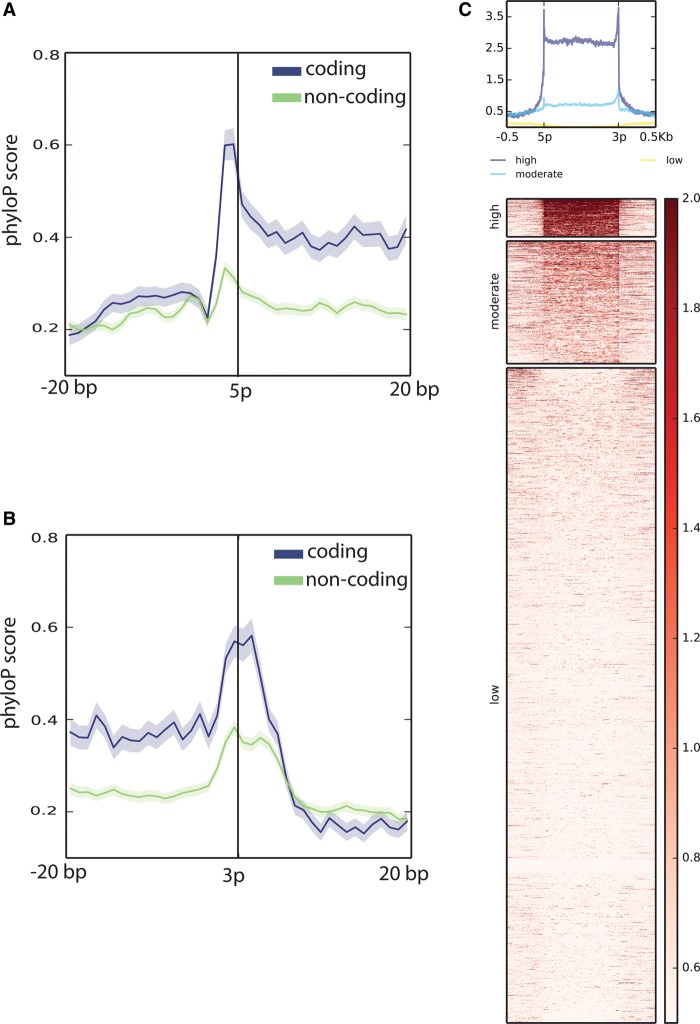
Evolutionary conservation of HQ spliced exons not overlapping previous exon annotations on either strand. 5′ (*A*) and 3′ (*B*) ends of the exons. The vertical axis shows the mean phyloP conservation score (Pollard et al. 2010), which measures the conservation of each single nucleotide independently of its context. The shading indicates the standard error. Coding exons are shown in blue. The expected ORF triplet pattern (Clark et al. 2015) is noticeable as a series of conservation peaks. Noncoding exons are shown in green. For both coding and noncoding exons, conservation spikes are visible on the two first nucleotides outside the exons, suggesting the presence of conserved splice donor/acceptors. Exons are labeled as coding if the CPAT predicted ORF coverage is >70%. Exons are labeled as noncoding if the CPAT predicted ORF coverage is <20%. Exons with ORF coverage between 20% and 70% are not shown in *A* and *B*. In *C*, each row of the heatmap represents an exon plus 500 bp upstream of and downstream from the 5′ and the 3′ ends. Each exon is scaled to fit to a region of 1000 bp. Each row is divided into bins of 1 bp. The color of each bin reflects the mean phyloP vertebrate conservation. The heatmap shows a scale of colors saturating below 0.5 and above 2. Missing data are set to a score of 0. The three divisions of the heatmap reflect the *k*-means clustering. The rows are sorted in descending order considering the mean value in each row. The bar on the *right* of the heatmap indicates the scale range. The profile on *top* recapitulates the mean conservation score at the level of each bin.

The HQ set was then divided into two groups to separate transcripts not overlapping any GENCODE exons from those representing alternative isoforms of known genes. Our capture arrays were designed against known or predicted gene loci, and so we would not expect to identify a large number of novel loci. Nevertheless, we can confirm the expression of 9201 loci previously unreported in GENCODE (M4), mostly corresponding to intergenic (53.9%) and intronic (24.8%) regions. 

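Gene models without a GENCODE exon on the same strand numbered 21,369, before the filters named above. Of these, 9305 (43.5%) were intergenic, 10,898 (51.0%) lay within introns on either strand, 973 (4.55%) were antisense to GENCODE exons, and 193 had another overlap. A total of 3688 (17.3%) overlapped a gene that entered GENCODE after M4. In the set with at least 8-fold coverage and without sense intronic single exon transcripts, 7870 loci were left, of which 83.0% were intergenic, 11.0% antisense and 3.86% intronic.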

In total, 1339 intergenic loci are also absent from additional comparison data sets (Supplemental Table S1). Similarly to what was already shown (Cabili et al. 2011; Derrien et al. 2012; Clark et al. 2015), the set of spliced intergenic noncoding RNAs (61 genes, 70 transcripts not found in GENCODE or the other catalogs) have a pronounced tissue specificity expression pattern (Supplemental Fig. S13). This fraction of intronic transcripts is mainly caused by probes designed to target GenBank (Benson et al. 2014) mRNA regions (Methods).

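Spliced intergenic transcripts not in the M4-era annotation were more restricted to a tissue than protein-coding transcripts. The tissue specificity index tau (0 for even expression, 1 for a single tissue), computed on log2(value + 1) for transcripts with a value of at least 10, had a median of 0.74 (interquartile range 0.58 to 0.87, 2404 transcripts) in lncRNA CaptureSeq, against 0.67 for protein-coding (21,112), 0.49 for GENCODE lncRNA (3640) and 0.27 for sense intronic single exon transcripts (9838). In splice junction CaptureSeq, the medians were 0.82 (0.68 to 0.93, 1053 transcripts) for spliced intergenic, 0.46 for protein-coding (26,585) and 0.63 for GENCODE lncRNA transcripts (1273). The index was above 0.8 for 37.7% of spliced intergenic transcripts in the lncRNA design, little more than for protein-coding transcripts (33.0%), and for 54.4% in the splice junction design, against 13.5%. In the lncRNA design, 580 of the 2404 were highest in whole brain, 397 in cortex, 282 in heart and 271 in the library labelled testis. The 5 with the highest value of any lncRNA library were TCONS_00016265 (chromosome 11, 31545808 to 31549699), with 32,899 fragments in heart, TCONS_00104654 (chromosome 6, 86514800 to 86516411, named Gm44386 in M21), highest in heart, TCONS_00049004 (chromosome 16, 24086394 to 24090470, Gm31583), with 14,328 fragments in liver, TCONS_00122805 (chromosome 9, 27335371 to 27357570, part of Igsf9b in M21), highest in cortex, and TCONS_00060485 (chromosome 19, 20492715 to 20585980, part of Aldh1a1 in M21), highest in whole brain. Of these, TCONS_00104654, TCONS_00122805 and TCONS_00060485 were not restricted to a tissue, with an index of 0.45, 0.39 and 0.23, below the median of protein-coding transcripts. In the splice junction design, TCONS_00060485 was again among the highest, with TCONS_00044385 (part of Eppk1 in M21, 17,842 fragments in the library labelled testis), TCONS_00117328 and TCONS_00117330 (both part of Gm19410, highest in cortex) and TCONS_00028264 (Gm48633, 1820 fragments in liver). This set is wider than that of the sentence, since the other catalogs were not used here. A gene with few fragments can look restricted by chance, and each tissue has 1 library per design, so no test was made.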

We found 8684 genes (16,708 transcripts) overlapping known GENCODE exons on the same strand, comprising refined and expanded annotations achieved using CaptureSeq. These include totally novel unreported exons (8807), different isoforms of known exons (8981) and novel splice junctions (11,933). 

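Same-strand overlap with a GENCODE exon was found for 32,711 transcripts of 12,555 gene models, before the filters that were not applied, and 1399 of the spliced ones (4.44%) have the intron chain of a transcript that entered GENCODE after M4. With at least 8-fold coverage, 18,228 transcripts of 9218 gene models were left.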

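These overlapping transcripts held 14,577 exons that overlap no M4-era exon, 20,678 exons that overlap an M4-era exon with other boundaries and 23,214 splice junctions absent from the M4-era annotation. Most junctions used an annotated splice site. Both sites were known for 2857 (12.3%), 1 site for 15,425, and neither for 4932. In the set with at least 8-fold coverage, 10,516 exons of the first kind, 12,938 of the second and 15,745 junctions were left.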

The compendium originating from the combination of these 16,708 transcripts and GENCODE (M4) is significantly more complex than GENCODE alone (Fig. 3; Supplemental Fig. S14). Overall both coding and noncoding genes show an increased number of exons or isoforms per gene (Fig. 3).

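Adding the new isoforms raised the mean number of exons of 10,886 protein-coding genes from 13.9 ± 11.5 to 15.2 ± 11.9 (SD over genes) and that of 1998 noncoding genes from 3.76 ± 3.89 to 4.79 ± 4.47. More exons were seen for 5922 protein-coding (54.4%) and 1014 noncoding genes (50.8%). Isoforms rose from 4.77 ± 4.17 to 7.43 ± 5.11 per protein-coding gene and from 1.77 ± 1.80 to 3.63 ± 2.77 per noncoding gene. Among the genes that gained most exons were the protein-coding genes Syne1 and Elf2 and the noncoding genes 0610043K17Rik, BC006965 and 6530403H02Rik, named after their counts were seen. Only genes that gained a transcript enter these means, which are not comparisons between samples.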

**Figure 3.**
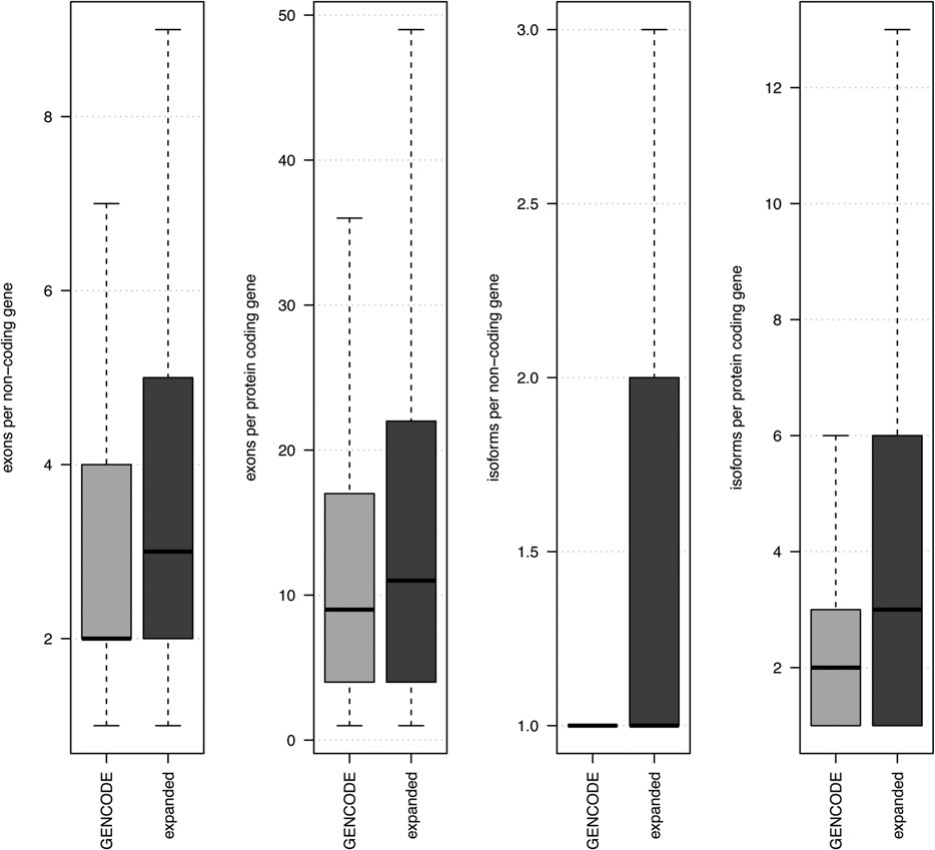
GENCODE annotation expansion. The light gray box plots indicate GENCODE (M4) annotations. The dark gray box plots indicate GENCODE genes combined with HQ genes. From *left* to *right*, the first panel shows the number of exons per annotated GENCODE noncoding gene. The second panel shows the number of exons per annotated GENCODE protein-coding gene. The third panel shows the number of transcript isoforms per annotated GENCODE noncoding gene. The fourth panel shows the number of transcript isoforms per annotated GENCODE protein-coding gene. All the comparisons are statistically significant with a Wilcoxon *P*-value <0.05.

In this context, some of the HQ isoforms extend GENCODE genes by adding alternative starts and ends. 

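Gene models that match a single GENCODE gene numbered 12,007 among those with a transcript not in the M4-era annotation. In 1495 of them (2536 transcripts), the assembly began at least 400 nt upstream of the annotated start. The number was 1770 at a distance of 200 nt, 1154 at 1000 nt, and 1049 at 400 nt with at least 8-fold coverage. The ChIP-seq data of the other laboratories were not used here.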

In total, 816 HQ transcripts overlap one-to-one with GENCODE genes and their expression begins at least 400 nt upstream of the annotated start (Methods). To independently validate alternative transcription start sites, we analyzed Mouse ENCODE ChIP-seq profiles and DNase I hypersensitivity (DHS) data on tissue samples matching those considered in this work. A total of nine RNA polymerase II and EP300 ChIP-seq data sets (Fig. 4A) along with five DHS data sets (Supplemental Fig. S15A) were used (Methods). In all samples considered, the results show a correspondence between new gene starts and read density peaks. Since the HQ gene set resulted from a combination of transcripts expressed in different tissues, some of the HQ transcripts will not be expressed in each tissue utilized for validation. As expected, when each data set was reanalyzed with just the transcripts expressed in that tissue, the peaks became more pronounced (Fig. 4A; Supplemental Fig. S15A). Similarly, we repeated the analysis by selecting the tissue in which each gene reached its maximal expression level and then asked whether the gene has ChIP-seq/DHS support in that tissue. The results show a clearer overall picture, with a marked peak corresponding to the novel transcriptional start sites (Fig. 4B; Supplemental Fig. S15B). As a complementary approach, we used FANTOM cage peaks to validate new TSSs. For this analysis, we considered a set of 16,752 nonredundant transcript start sites mapping at least 400 nt away from annotated GENCODE transcript starts. In total, 4087 TSSs from this set are supported by at least one CAGE peak within 200 nt (Methods). We performed 1000 randomizations of the TSS coordinates to the mouse genome to test the null hypothesis that the CAGE peaks overlap TSSs by chance. This result is highly significant (empirical *P*-value <0.001) (Methods; Supplemental Fig. S16).

**Figure 4.**
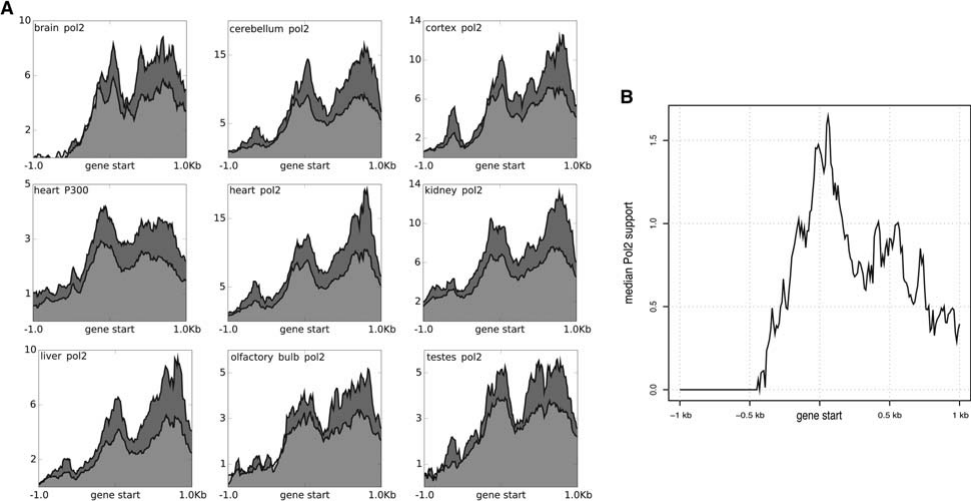
ChIP-seq support of the new gene starts. Same layout as in the profile of Figure 2C, but in this case, the bins are of 10 bp, the plots are centered on the gene starts, and they show a surrounding area of ±1 kb. (*A*) The light gray curve represents the mean ChIP-seq support across all the HQ genes. The dark gray curve represents the mean ChIP-seq support across just the HQ genes expressed in that specific tissue (FPKM >5). (*B*) The curve shows the median ChIP-seq support of the HQ genes in the tissue where they are the most highly expressed.

The results also support the presence of 1080 HQ genes (matching the same number of GENCODE genes), terminating at least 400 nt downstream from the annotated end. 

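At the other end, 1509 gene models (3042 transcripts) ended at least 400 nt downstream from the annotated end of the single GENCODE gene that they match, and 1865 did at a distance of 200 nt, 1074 at 1000 nt, and 1189 at 400 nt with at least 8-fold coverage.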

Interestingly, for some cases, this increased sequence coverage of lncRNAs and known junctions allowed bridging between neighboring genes, previously thought to be independent units. 

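Exons of 868 assembled transcripts not in the M4-era annotation overlapped exons of more than 1 GENCODE gene in the same orientation, in 528 gene models, and in 449 of these the transcript also shared a splice site with each gene. Among those with the largest values were, on GRCm38, TCONS_00076200, which joins Gm26850 to Gmps (chromosome 3, 63963633 to 64022579, 17 exons, 31,806 fragments in whole brain in the lncRNA design), TCONS_00037302, which joins 4931440J10Rik to Wdfy2 (chromosome 14, 62760492 to 62961192, 11 exons, 31,418 fragments in the lncRNA library labelled testis), TCONS_00102486, which joins Gabarapl1 to Klre1 (chromosome 6, 129533200 to 129585824, 9 exons, highest in kidney), and TCONS_00050628, which joins Gtf2h5 to Tulp4 (chromosome 17, 6079786 to 6153322, 4 exons, highest in cerebellum). A value is the estimate for the whole transcript, which shares fragments with other isoforms of both genes, so it does not count fragments across the joining junction.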

We provide the 400 HQ genes that correspond to two or more neighboring GENCODE genes in the same orientation (Supplemental Data S8). In 180 cases, the HQ genes merged together adjoining protein-coding genes, and in 50 cases, the merged genes belong to other GENCODE types, including lncRNAs and transcribed processed pseudogenes. 

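Of the 528 bridging gene models, 327 (61.9%) joined protein-coding genes only, 69 (13.1%) genes of other types only and 132 a protein-coding gene with another type. With a shared splice site required, the numbers were 316, 28 and 105, and with at least 8-fold coverage 256, 44 and 83.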

One hundred seventy HQ genes merge together combinations of coding and other GENCODE types. 

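The transcript that joins Grk4 and Htt, TCONS_00091866, runs from 34660379 to 34884978 on the plus strand of chromosome 5 (GRCm38), with 63 exons and 9620 nt. The intron that links the genes spans 34752268 to 34782741 (30,474 nt). In splice junction CaptureSeq, its estimated fragments were higher in every brain tissue (2596 in whole brain, 3379 in cerebellum, 2098 in cortex and 2593 in olfactory bulb) than in any nonbrain tissue (265 in heart, 649 in kidney, 494 in liver and 741 in the library labelled testis). On the deposited scale, with the authors' factor for each library, the brain tissues had 751 to 1295 and the nonbrain tissues 395 to 434. In lncRNA CaptureSeq, the estimates were 8.70 in cerebellum, 2.33 in olfactory bulb and under 1 in the other libraries. These are estimates for the whole transcript, which shares its exons with other isoforms of Grk4 and Htt, so they do not count fragments across the linking junction. Over all transcripts that overlap Htt, log2(value + 1) was 11.18 ± 0.30 (SD, n = 4) in brain and 10.01 ± 0.57 in nonbrain tissues, a difference of 1.18 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow), with an exact p = 0.0857 in the lncRNA design alone and an exact p = 0.0571 without whole brain, cerebellum, cortex, olfactory bulb or heart. The sum for Grk4 leaves out TCONS_00091866, since it held 373 fragments in the whole brain splice junction library, against 2596 for that transcript. For the Grk4 transcripts so summed, log2(value + 1) was 4.19 ± 0.67 in brain and 3.83 ± 0.99 in nonbrain tissues. The difference was 0.36 (exact p = 0.629) and was -0.058 without liver.

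**Figure D2:**
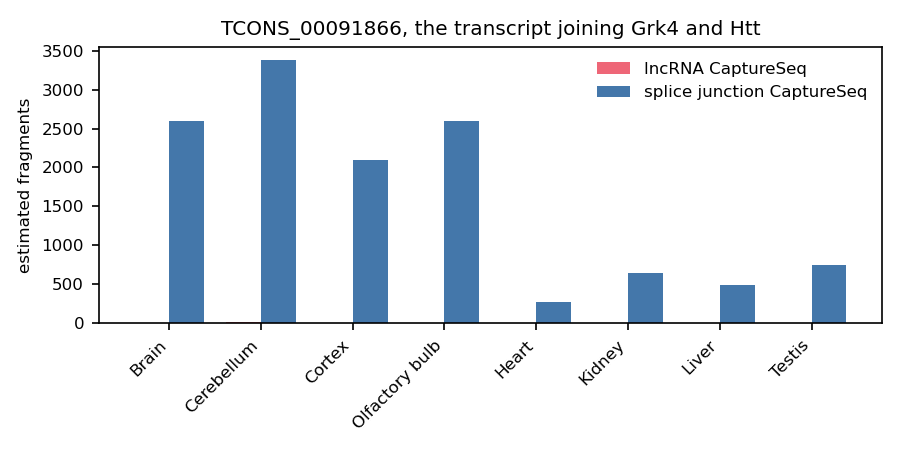
Estimated fragments of TCONS_00091866, which joins Grk4 and Htt, in each tissue (horizontal axis) and capture design. In splice junction CaptureSeq the brain tissues lie between 2098 and 3379 fragments and the nonbrain tissues between 265 and 741.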

One remarkable example is the bridging of *Grk4* to *Htt*, (G protein-coupled receptor kinase 4 and huntingtin) (Supplemental Fig. S14B). The splice junction connecting the two genes is supported by 14 and five reads, respectively, in olfactory bulb and cortex (Supplemental Fig. S17). Although interesting, it would be important for this finding to be validated with an orthogonal approach, e.g., PCR or 5′ RACE.

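All tested genes of neurons and oligodendrocytes on the fixed lists were higher in brain tissues, and all 11 liver genes, 8 of 11 kidney and 7 of 14 heart muscle genes were lower, though no list passed limma's camera with an estimated correlation (lowest adjusted p = 0.0815). Of 30,849 gene models, 7036 were higher and 2593 lower in brain than in nonbrain tissues at an adjusted p under 0.05 from limma (n = 4 tissues in each group). Among gene models without a GENCODE gene, 2739 of 11,201 were higher and 252 lower, among lncRNAs 1235 of 4387 were higher and 239 lower, and among protein-coding genes 3001 of 14,963 were higher and 2073 lower. Sense intronic single exon transcripts, most of them in gene models without a GENCODE gene, took 23.4% to 33.5% of the fragments without spike-ins in the lncRNA libraries of cerebellum, cortex and olfactory bulb, against 8.16% in whole brain and 9.41% to 13.8% in the nonbrain tissues. Whether this adds to the count of gene models higher in brain was not tested. The values of the groups did not overlap for 7054 gene models higher in brain and 3219 lower, where chance gives 1.43% of the gene models each way. By the criterion of the paper's Methods (median FPKM rebuilt from the deposited values), 4228 gene models with a transcript not in the M4-era annotation were enriched in brain and 913 depleted, of 12,342 expressed, and 3700 to 8512 of all gene models were enriched when a tissue was left out, against 5023 with all. The count was 3700 without liver and 8512 without whole brain. Among the 20 enriched gene models with the highest median FPKM in brain were the lncRNA Rian (1081 against 4.97 in nonbrain tissues) and the glutamate transporter gene Slc1a2 (253 against 2.46). Eef1a1, named after its values were seen, came first (4903 against 22.9), but it is listed at 0 in 3 nonbrain lncRNA libraries, as described below. Scaling moved the split. It was 5002 higher and 4842 lower after quantile normalization, and the median log2 fold change of all genes was 0.35 as deposited and -0.24 after that scaling. Without cortex, cerebellum or olfactory bulb, the genes lower in brain were 1479, 1677 or 1692.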

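All 17 tested neuron genes on a list fixed before the data were examined were higher in brain (17 when adjusted over the list alone; limma's camera, adjusted p = 6.4e-14, or adjusted p = 0.0815 with an estimated correlation). Grin2a had a log2 fold change of 11.87 (standard error 0.79, adjusted p = 1.3e-05 from limma), Scn2a one of 10.90 (standard error 0.50) and Gad1 one of 9.46 (standard error 0.67). Snap25 was listed at 0 in every nonbrain tissue and had a log2(value + 1) of 9.22 ± 0.50 (SD, n = 4) in brain. The other gene models with the largest increases were Pcsk2 (11.68), Unc80 (11.46), Cntnap4 (11.33), Grin2b (11.01), Tenm1 (10.85), Dpp10 (10.80), Slc4a10 (10.78) and the myelin gene Mobp, listed at 0 in nonbrain tissues and at 11.07 ± 0.76 in brain. All 8 oligodendrocyte genes were higher (8 adjusted over the list alone; camera, adjusted p = 1.1e-07, or adjusted p = 0.0815 with an estimated correlation), with log2 fold changes of 8.55 for Mag and 6.29 for Mbp. Of 7 astrocyte genes, 5 were higher (5 adjusted over the list alone; camera, adjusted p = 0.0179, or adjusted p = 0.162 with an estimated correlation), among them Gfap (8.42, standard error 0.45), Slc1a3 (7.09) and Aqp4 (4.54). Of 9 microglia genes, 2 were higher (2 adjusted over the list alone; camera, adjusted p = 0.831, or adjusted p = 0.929 with an estimated correlation), Cx3cr1 by 3.26 and P2ry12 by 3.20. The list's median log2 fold change was -0.21 and its mean 0.59. Genes of single brain regions were higher in part. This held for 7 of 10 cerebellum genes (7 adjusted over the list alone; camera, adjusted p = 0.0051, or adjusted p = 0.48 with an estimated correlation), 4 of 7 cortex genes (5 adjusted over the list alone; camera, adjusted p = 0.0361, or adjusted p = 0.48 with an estimated correlation) and 5 of 7 olfactory bulb genes (5 adjusted over the list alone; camera, adjusted p = 0.0764, or adjusted p = 0.555 with an estimated correlation). Without whole brain, 5, 4 and 3 of them were, and over 23 settings 4 to 8, 3 to 5 and 1 to 5. In the splice junction design, the median fragments of cerebellum genes were 16,182 in cerebellum, 92.5 in cortex and 102.5 in olfactory bulb. Those of olfactory bulb genes were 4010 in olfactory bulb, 425 in cerebellum and 61 in cortex. Whether carry-over of fragments between brain libraries adds to these calls was not tested. Gabra6 (7.89 ± 3.95), Tbr1 (5.29 ± 2.72), Th (6.29 ± 2.49) and Calb2 (7.26 ± 2.46) were listed at 0 in nonbrain tissues. Cbln3 had a log2 fold change of 6.10, with an adjusted p of 0.0697 from limma without whole brain.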

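Among 26 well-known lncRNAs, 13 were higher and 1 lower in brain (14 and 1 adjusted over the list alone; camera, adjusted p = 0.0291, or adjusted p = 0.301 with an estimated correlation). The imprinted transcripts Meg3 (7.24, standard error 0.81, adjusted p = 0.000223 from limma), Rian (6.66) and Mirg (5.81) were higher, as were Sox2ot (8.09), Rmst (7.67, in a gene model shared with Gm20757), Miat (6.27) and Peg13 (2.75), and Neat1 was lower (-4.13, standard error 0.43, adjusted p = 0.000144 from limma). Of 11 liver genes, 11 were lower in brain (11 adjusted over the list alone; camera, adjusted p = 1.2e-08, or adjusted p = 0.301 with an estimated correlation), of 11 kidney genes 8 (8 adjusted over the list alone; camera, adjusted p = 2.9e-06) and of 14 heart muscle genes 7 (8 adjusted over the list alone; camera, adjusted p = 1.2e-05), each again with an adjusted p = 0.301 with an estimated correlation. Without whole brain, 9 liver, 7 kidney and 4 heart muscle genes were lower, and over 23 settings 5 to 11, 1 to 8 and 1 to 9. Listed at 0 in every brain tissue were Ahsg (12.43 ± 3.84 in nonbrain tissues, SD, n = 4), Cyp4a14 (10.35 ± 3.74), Cyp3a11 (9.89 ± 3.94), Umod (8.61 ± 3.46), Alb (8.27 ± 4.07) and Myl7 (4.72 ± 3.07). Proc had a log2 fold change of -11.21 (standard error 1.48, adjusted p = 0.000539 from limma), Krt79 one of -11.21, Mug1 -10.86, Apob -10.62, Actc1 -10.37, Pck1 -10.20, Pzp -9.84, Slc34a1 -9.14, Cyp7a1 -4.58 and F9 -4.29. Mug1, Pzp, Cyp3a11 and Cyp4a14 belong to families of similar genes that may share reads. In the splice junction design, organ-specific genes were seen in the other nonbrain libraries at a median of 1.02% of their fragments in the source organ. With a presumed carry-over between these libraries subtracted, a step chosen after the share was seen, 7 liver, 4 kidney and 4 heart muscle genes were lower. Of 12 housekeeping genes, 4 were lower (Rplp0 -2.13, B2m -1.86, Sdha -1.31 and Actb -1.08) and none was higher (2 higher and 5 lower adjusted over the list alone; camera, adjusted p = 0.0179, or adjusted p = 0.329 with an estimated correlation). Without cerebellum, 1 was lower. Of 3 germ cell genes tested, Ddx4 (2.24) and Dazl (2.74) were higher in brain, with the libraries labelled testis on the nonbrain side (2 adjusted over the list alone; camera, adjusted p = 0.391, or adjusted p = 0.59 with an estimated correlation). Of 5 endothelial genes, Kdr was lower (-2.05; 1 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.0634, or adjusted p = 0.467 with an estimated correlation). Of 5 choroid plexus and ependymal genes, Foxj1 was higher (3.80; 1 adjusted over the list alone; camera, adjusted p = 0.555, or adjusted p = 0.768 with an estimated correlation). Of the 7 gene models of genes and transcripts that the paper names, which the study chose from these libraries and so give no independent evidence of direction, 6 were higher (6 adjusted over the list alone; camera, adjusted p = 0.0026, or adjusted p = 0.162 with an estimated correlation). None of 5 red blood cell genes (camera, adjusted p = 0.0638, or adjusted p = 0.503 with an estimated correlation) and none of 3 Y-linked gene models (camera, adjusted p = 0.391, or adjusted p = 0.59 with an estimated correlation) passed limma's threshold, over all genes or adjusted over the list alone. The calls of F9, Cyp7a1, Myl7, Kdr, B2m, Actb and Sdha were lost without a single tissue, with an adjusted p from limma of up to 0.0941 (F9, without cerebellum), 0.0927 (Cyp7a1, without cortex), 0.0529 (Myl7, without whole brain), 0.0848 (Kdr) and 0.107 (Actb, both without cerebellum), and 0.0902 (B2m) and 0.108 (Sdha, both without olfactory bulb).

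**Figure D3:**
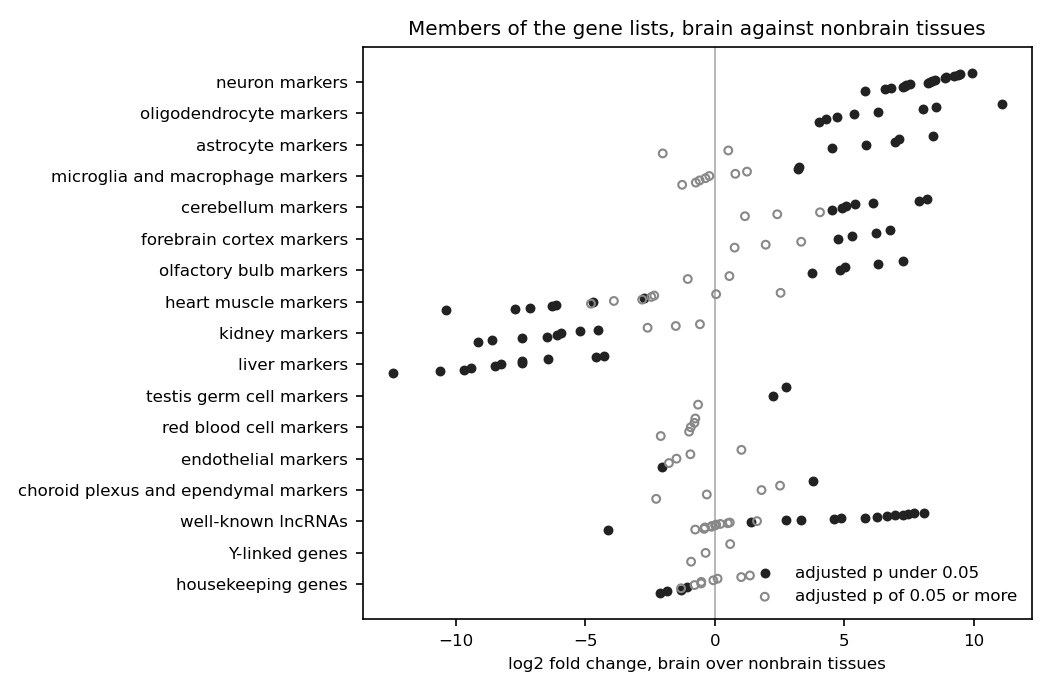
Log2 fold change between brain and nonbrain tissues (horizontal axis, log2(value + 1) scale) of each tested member of the gene lists (vertical axis). Filled points have an adjusted p under 0.05 from limma, and all 17 neuron genes lie to the right of 0 and all 11 liver genes to the left.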

The subset of 3253 HQ genes enriched in brain is associated to known protein-coding genes involved in the functioning and development of the nervous system (Methods; Supplemental Fig. S18). For instance, *TCONS_ 00132850* and *TCONS_00132849* are brain-specific HQ transcripts divergently expressed from *Tspan7*. 

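TCONS_00132850 was seen in every brain tissue and listed at 0 in every nonbrain tissue. On chromosome X of GRCm38 it runs from 10415144 to 10457740 on the minus strand, with 3 exons and 2301 nt, and it had 120 fragments in whole brain, 111 in olfactory bulb, 95.4 in cortex and 21.3 in cerebellum in lncRNA CaptureSeq. Its log2(value + 1), averaged over both designs, was 3.38 ± 0.66 (SD, n = 4) in brain (exact permutation test, two-sided, p = 0.0286). TCONS_00132849 runs from 10370125 to 10449659 with 2 exons and 276 nt, was likewise listed at 0 in every nonbrain tissue, and had a value of 2.46 ± 0.44 in brain (exact permutation test, p = 0.0286). Both were listed at 0 in all libraries of the splice junction design, and both belong to a gene model that also holds 4933416E14Rik. Tspan7 starts at 10485158 on the plus strand, 27,418 nt from the start of TCONS_00132850 and 35,499 nt from that of TCONS_00132849. It was expressed in all tissues, at 8.36 ± 0.58 in brain and 5.00 ± 0.95 in nonbrain tissues, a difference of 3.36 (exact permutation test, two-sided, p = 0.0286, as small as 4 tissues against 4 allow). The paper states that the pair is divergent from Tspan7, and the starts lie on opposite strands without overlap.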

The gene *Tspan7* encodes for Tetraspanin 7, a transmembrane protein associated to X-linked mental retardation (Supplemental Fig. S19A; Holinski-Feder et al. 1999; Zemni et al. 2000; Abidi et al. 2002; Maranduba et al. 2004). 

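TCONS_00134637 and TCONS_00134636 start 70 and 91 nt from the start of Pcdh11x, which begins at 120290259 on the plus strand of chromosome X, and run away from it on the minus strand. TCONS_00134637 spans 120283311 to 120290189 (4 exons, 429 nt) and had 46.7 fragments in whole brain, 45.9 in olfactory bulb, 35.4 in cortex and 6.78 in cerebellum in lncRNA CaptureSeq, and a log2(value + 1) of 2.69 ± 0.71 (SD, n = 4) in brain. TCONS_00134636 (3 exons, 349 nt) had 1.16 ± 0.53, with 9.06 fragments in olfactory bulb, 2.25 in whole brain, 1.62 in cortex and 1.22 in cerebellum, and its highest coverage was 5.30-fold. Both were listed at 0 in every nonbrain tissue and in all libraries of the splice junction design (exact permutation test, two-sided, p = 0.0286 for each). Over the transcripts of Pcdh11x, the value was 5.76 ± 1.12 in brain and 0.32 ± 0.63 in nonbrain tissues, where heart alone was above 0, at 1.26. The heart value rests on 1 fragment in the lncRNA library. The difference of 5.44 between brain and nonbrain tissues had the same exact p.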

Another example is represented by *TCONS_00134637* and *TCONS_00134636*, a brain-specific HQ transcript expressed on the promoter of the protocadherin gene *Pcdh11x* in antisense orientation. *Pcdh11x* is crucial for the activity of the central nervous system, and its mutation is linked to female epilepsy and cognitive impairment (Supplemental Fig. S19B; Dibbens et al. 2008).

The expanded HQ annotations led to an increase in the ORF sizes of 594 known lncRNAs, allowing CPAT to reclassify a number as protein coding. Thirty GENCODE lncRNAs without any substantial coding potential are now predicted to form 30 protein-coding transcripts in the HQ transcript set (Fig. 5; Supplemental Data S9). Similarly, the inclusion of exons can result in the disruption of previous ORFs, thus supporting the lack of protein-coding capability of the annotated lncRNA (965 cases) (Supplemental Fig. S20). A summary of the relevant statistics of genes and transcripts in the HQ set is shown (Supplemental Table S2).

**Figure 5.**
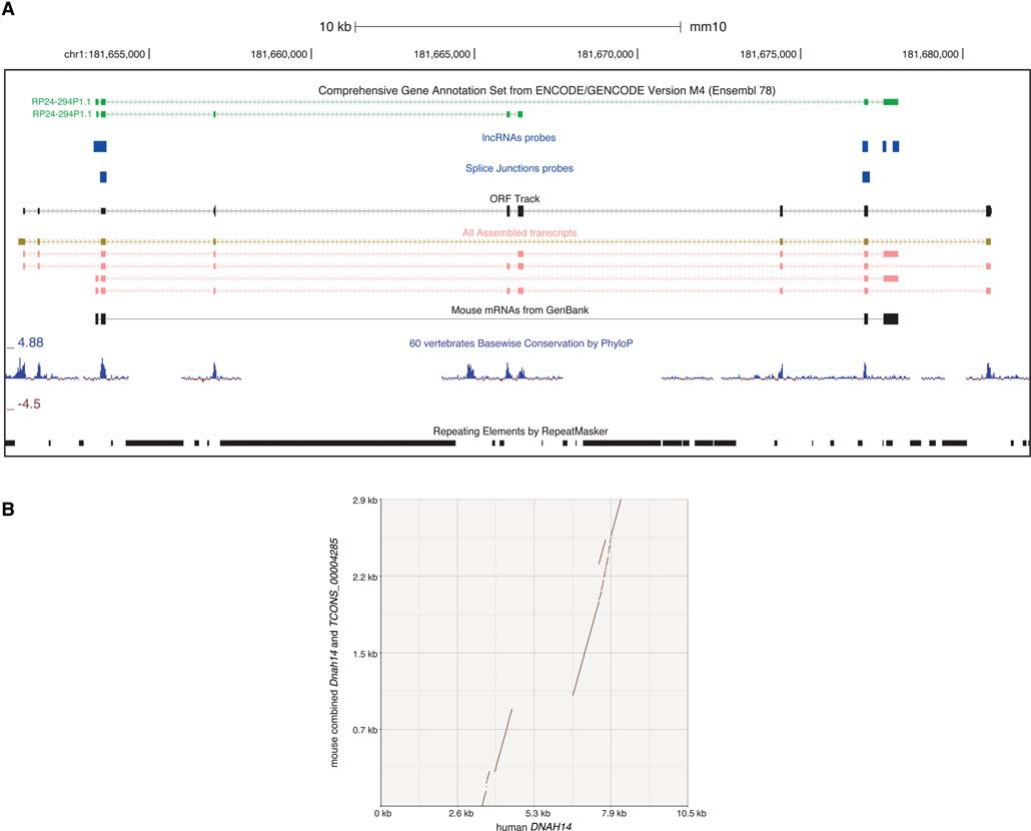
UCSC Genome Browser (Kent et al. 2002) snapshot. (*A*) Example of a GENCODE lncRNA, whose matching HQ gene shows protein-coding capability. From *top* to the *bottom*: the GENCODE (M4) annotations, lncRNA and splice junction CaptureSeq probes, the predicted ORF, all the assembled transcripts, GenBank mRNAs, phyloP conservation, and RepeatMasker (Smit et al. 2013–2015) tracks. The “ORF Track” reports the longest ORF predicted with Pinstripe (Gascoigne et al. 2012). “All assembled transcripts” highlights in gold the HQ transcript (*TCONS_00004285*) that adds new exons to the known lncRNA. (*B*) Dot plot alignment of the human *DNAH14* gene (*x*-axis) with a combination of mouse *TCONS_00004285* and *Dnah14*.

The overall conservation (phastCons) of the refined assembly is lower than when compared to previous annotations (Wilcoxon *P*-value 9.7 × 10^−134^) (Supplemental Fig. S21). This suggests that with CaptureSeq, we have succeeded in identifying weakly expressed or fast evolving isoforms of GENCODE genes otherwise undetected with standard RNA-seq and conservation approaches. Similarly, the nucleotide sequence of the HQ intergenic monoexonic transcripts shows low levels of evolutionary conservation (Supplemental Fig. S22).

## Discussion

In this work, we generated and analyzed high coverage RNA sequencing of mouse lncRNAs and splice junctions via targeted RNA sequencing. This approach has significantly improved on previous gene annotations and further highlights the extraordinary complexity of the transcriptional landscape in mouse.

We generated a comprehensive mouse lncRNA resource by merging current annotations, homology predictions, and RNAs lacking coding potential from various sources. We designed probes to target these lncRNA loci, trying to address the common problem of poor sequencing coverage that can hamper reliable detection of low abundance transcripts. Additionally, we designed probes to cover annotated splice junctions with the aim of expanding and improving the catalog of alternative splice sites for mouse. To this end, we sequenced 16 RNA samples from five mouse tissues and three brain subregions with external RNA spike controls. These data together with GENCODE (M4) annotations were used to generate a novel and comprehensive transcriptome assembly.

The linear relationship between known concentrations of RNA controls and measured quantities suggests that we have reliably measured transcripts whose expression lies in a range between 0.06 and 117.19 attomole/µL. This remarkable sensitivity is due to the use of CaptureSeq technology and has expanded considerably the number of exons and isoforms associated to known genes (Fig. 3). Additionally, we describe a comprehensive computational pipeline, containing extra safeguards and filtering steps. This system can detect previously unannotated transcripts and reduce their number to a small high quality set suitable for further validation. Given the many artifacts still present in modern sequencing and transcriptome assembly approaches, conservative filtering is extremely important.

In the set of high-confidence transcripts, 20.4% of the newly identified exons show evidence of negative selection and are more highly conserved than the genomic context (clusters high and moderate of Fig. 2C). This selective pressure is noticeable for exons at 5′/3′ transcript extremities, suggesting conservation of the splice acceptor and donor functions. As expected, new exons containing ORFs tend to exhibit stronger purifying selection (Supplemental Fig. S11). Surprisingly, the newly detected intergenic monoexonic transcripts are not as conserved as these novel exons (Supplemental Fig. S22). Given their intergenic location, it is unlikely these transcripts are degradation products of unknown genes. The filtering pipeline also ruled out the possibility that the monoexonic intergenic transcripts in the high-quality set represent DNA contamination, low complexity/repeat artifacts, or short spurious read mappings. One possibility is that elements in this set represent species-specific lncRNA or RNAs whose sequence is not required for their function.

With CaptureSeq, we succeeded in the detection of transcripts with concentrations as low as 0.02 attomole/µL (Supplemental Fig. S5); deeper sequencing would still be needed to fully capture the lowest end of the transcriptome expression range. For example, the HQ transcript *TCONS_00004285* improves on the annotation of *Gm42415* by adding novel conserved exons (Fig. 5A). Yet this annotation is likely to be incomplete. 

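TCONS_00004285 has 7 exons and 822 nt and spans 181650998 to 181680842 on the plus strand of chromosome 1 (GRCm38). In M21, its gene model bears the name Dnah14. Its log2(value + 1) was 3.28 ± 1.17 (SD, n = 4) in brain, with 4.46 in cortex, 3.57 in whole brain, 3.44 in olfactory bulb and 1.66 in cerebellum, and 0.27 ± 0.53 in nonbrain tissues, of which kidney had 1.07. The difference was 3.01 (exact permutation test, two-sided, p = 0.0286), with an exact p of 0.0571 without any 1 of the nonbrain tissues. The kidney value rests on 2 fragments in the lncRNA library. The highest coverage of TCONS_00004285 in a library was 8.27-fold.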

The adjacent gene is the heavy chain 14 of dynein (*Dnah14*, 17 exons), which is annotated in GENCODE as representing just a fragment of a bigger dynein sequence for which there is insufficient evidence. We compared the much longer human *DNAH14* homolog (136 exons) with a combination of mouse *TCONS_00004285* and *Dnah14* (Fig. 5B). On one hand, this analysis shows that *TCONS_00004285* aligns with the human dynein and constitutes an additional fragment of *Dnah14*. On the other hand, there is still a gap between the two parts, suggesting that some exons are still missing.

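All 7 exons of TCONS_00004285 overlap exons of Dnah14 in M21. Of these, 3 are exons of an M4-era transcript that M21 names Dnah14, and 5 are exons of a Dnah14 transcript in the whole of M21. The paper instead has TCONS_00004285 extend Gm42415, with Dnah14 as the adjacent gene. The M4-era transcripts that M21 names Dnah14 have 2 to 12 exons, and a transcript that entered the annotation later runs from 181576559 to 181814741 with 84 exons, across the part covered by TCONS_00004285. The assembled gene model at the end of Dnah14 (181806001 to 181815774) had 6.60 ± 0.40 in brain and 5.95 ± 0.36 in nonbrain tissues, a difference of 0.65 (exact permutation test, two-sided, p = 0.0571) that was 0.0871 in lncRNA CaptureSeq alone (exact p = 0.8), 1.21 in splice junction CaptureSeq alone (exact p = 0.0286) and 0.77 without kidney (exact p = 0.0286). From the alignment to human DNAH14, which has many more exons, the paper concludes that TCONS_00004285 is a further part of Dnah14 and proposes that exons between the parts were still missing.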

Although the CaptureSeq methodology represents a new paradigm for transcript annotation and detection, many challenges still lie ahead. In particular, the problem of RNAs expressed in very specific cell types or developmental stages remain difficult to quantitate and characterize. However, we propose that other model organism annotations could benefit greatly by the CaptureSeq strategy as described herein and as shown previously for human transcripts (Clark et al. 2015). These novel transcripts together with revised and improved annotations can shed more light onto the multifaceted transcriptional landscape of the murine genome and our understanding of transcriptional regulation in general. For example, 1193 of these high-quality novel transcript models are associated with Ensembl genes linked to disease (Yates et al. 2016). We believe the methods, approaches, data, and annotations generated by this study will be of significant benefit to the mouse community.

## Methods

### LncRNA Capture design

Oligonucleotide-probe target regions were designed to capture all mouse lncRNAs. Mouse lncRNAs were identified by updating and extending the method outlined in Clark et al. (2012). Mouse RNAs were obtained from the following sources: the UCSC mm9 mRNA track (alignments between GenBank RNAs and the genome), UCSC genes (predictions based on RefSeq, GenBank, and the tRNA Genes track) (Kent et al. 2002), and RefSeq genes (Pruitt et al. 2012) (downloaded April 10, 2012); also included were lincRNAs identified in Belgard et al. (2011), transcripts overlapping novel lincRNA loci identified in Guttman et al. (2010), and transcripts overlapping lincRNA loci investigated by Guttman et al. (2011).

In the initial classification, transcripts with <5% overlap with protein-coding exons from RefSeq and UCSC genes and an ORF less than 100 amino acids were putatively defined as noncoding. Any transcripts of known lncRNAs in lncRNAdb (Amaral et al. 2011) were classified as noncoding. All transcripts >200 nt were selected for further filtering. Further filtering steps involved the following:

1. Any transcripts with >95% antisense overlap to a RefSeq coding gene were removed (removes many “mirror” transcripts and 3′ UTR transcripts with an incorrectly determined strand).
2. All multimapping or split chromosome mapping RNAs were removed.
3. Cuffcompare (Trapnell et al. 2010) was utilized to create a nonredundant transcript set. Any transcripts classified as “s” or “p” (if they were downstream from a RefSeq coding gene) were removed.
4. The coding potential programs CPAT (Wang et al. 2013), *CPC* (Kong et al. 2007), and PhyloCSF (Lin et al. 2011) were run to classify transcripts as coding or noncoding. Using cutoffs of CPAT: 0.44, CPC: 0, and PhyloCSF: 20, any transcript called coding by two or more methods was removed. Since not all transcripts have valid *CPC* and PhyloCSF scores, any transcript with a CPAT score only, and which was above the cutoff, was also removed.
5. The most highly expressed putative lncRNAs were manually examined, and any which appeared to be 3′ UTRs were removed.
6. Any transcripts present in lncRNAdb that were removed in Steps 1–5 were reinstated.

In total 28,312 transcripts from 23,306 loci were classified as lncRNAs and targeted by the CaptureSeq array (Supplemental Data S1, S2, respectively). Of these, only 28,228 transcripts were successfully converted to the GRCm38 primary assembly using liftOver (Kuhn et al. 2013) and were used for all analysis. As part of the array design, monoexonic lncRNA regions overlapping or within 50 nt of a coding exon in the same orientation were trimmed to reduce off-target capture of coding genes. A number of controls were added to the array, including 1278 sequences targeting random lncRNA intronic regions (filtered to ensure targeted introns were >300 nt in length, target sequences did not overlap any known exons and were not >50% repetitive); a 100-kb gene desert region; 2000 promoter controls (500-nt randomly picked regions located 0.5–1 kb upstream of lncRNA start sites with no exonic overlap and which were not >50% repetitive); a 100-kb region of the *Escherichia coli* K12 genomic sequence; and the ERCC RNA Spike-In Control set (Life Technologies). Also present on the array were 6,438 putative mouse lncRNA regions with homology to human lncRNAs identified as previously described (Derrien et al. 2012) and not overlapping known RefSeq or Ensembl V64 coding exons. In total, the design targeted ∼53.1 Mb of the mouse MGSCv37 genome.

Probe selection and synthesis was performed by Roche/Nimblegen and allowed a maximum of five matches to the genome. The oligonucleotide capture probes covered 85.7% of target regions directly, with an estimated 91.3% of target regions able to be captured. Capture design probe coordinates were converted from MGSCv37 to GRCm38 assembly using liftOver and provided in Supplemental Data S10.

### Splice junction Capture design

The splice junction design aimed to capture sequence reads that traversed splice junctions. We initially retrieved all mouse gene annotations from the mouse genome (RefSeq genes, UCSC Genome Browser, mm9). We then retrieved coordinates for the 100-nt region upstream of the annotated 5′ splice site, or 100 nt downstream from the 3′ splice site. We then estimated the relative abundance of transcription within these regions using signal tracks (.wig) retrieved from the ENCODE/LICR RNA-seq data sets (Cerebellum, Cortex, Whole Brain). We ranked regions according to estimated abundance and removed the most abundant 15%. This step was performed to improve the enrichment potential of the design. Regions passing this step were considered target regions for the array, and overlapping target regions (from exons shorter than 200 nt) were merged. Highly repetitive sequences were removed from the final design according to NimbleDesign Sequence Capture Developer Guidelines (http://www.nimblegen.com/products/lit/06465528001_NG_SeqCap_Developer_Guidelines_v1p0.pdf). The genome coordinates of the probes were passed to GRCm38 assembly using liftOver (Kuhn et al. 2013). In total, probes overlapped the splice junctions in 19,201 genes, encompassing a total footprint of ∼26.5 Mb. The probe coordinates in GRCm38 are provided in Supplemental Data S11.

### Sample preparation and Capture sequencing

Mouse tissue samples were obtained from adult C57BL/6J mice (AEC Approval Number IMB/030/08/ARC). Mouse brain samples were dissected in ice cold PBS, snap frozen in liquid nitrogen, and RNA extracted with TRIzol (Life Technologies). Nonbrain organs were removed and placed in ice cold PBS, any contaminating tissue was removed, and the required organ cut into pieces <30 mg and placed in RNAlater (Qiagen). RNA was extracted using the TissueRuptor and RNeasy Mini purification kit (Qiagen). Purity of all mouse samples was validated by Nanodrop (Thermo Scientific). RNA was DNase treated with Turbo DNase (Life Technologies), purified, and confirmed DNA-free by PCR for gDNA as described in Mercer et al. (2014). Intact RNA was confirmed by Agilent 2100 Bioanalyzer (Agilent Technologies). Ribo-Zero (Epicentre) rRNA depletion was performed on 10 µg of each sample. For nonbrain samples, 5 µg of purified RNA from two organ pieces from the same mouse was ribodepleted and then pooled to ensure good coverage across the tissue. Efficient ribodepletion was confirmed by a Bioanalyzer (Agilent 2100) Pico chip.

Capture sequencing was performed as previously described (Mercer et al. 2015) combining the NimbleGen SeqCap EZ Library SR User's Guide V3.0 and the NimbleGen Arrays User's Guide: Sequence Capture Array Delivery v3.2 with the following specifications. RNA sequencing libraries were created using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina). All samples contained ERCC spike-in mix no1 or no2 at a 1/100 dilution. Test libraries to estimate yield were amplified for 15 cycles as per “Enrich DNA fragments” protocol. Ten cycles of precapture LMPCR was performed for all samples except brain and liver (11 cycles). Capture hybridizations were performed as a four-plex with 250 ng of brain or nonbrain libraries pooled together. Post-LMPCR was performed for 17 (nonbrain samples) or 16 (brain samples) cycles, respectively. Quantitative PCR confirmed enrichment of target sequences and depletion of off-target sequences (Supplemental Fig. S23). The primer sequences are available in Supplemental Data S12. The libraries were sequenced on an Illumina HiSeq machine (2 × 102 bp paired-end reads) and produced on average 36,057 million pairs of reads (mean fragment length 144.066; mean standard deviation 37.29).

### Read mapping and transcript assembly

We used TopHat2, (version 2.0.13; --no-coverage-search; --b2-sensitive) (Kim et al. 2013) to align reads against the mouse genome (GRCm38) and a prebuilt transcriptome index generated using GENCODE annotations (M4, released December 3, 2014). We used Cufflinks (v2.2.1) to perform a Reference Annotation Based Transcript assembly (RABT) of reads mapped in each of the 16 CaptureSeq samples. We then merged the individual transcriptome assemblies into a comprehensive assembly using Cuffmerge (v2.2.1). The resulting assembly comprised 137,562 transcript and 59,206 gene models. We then filtered this assembly to discard transcripts on unplaced contigs. Although the unplaced contigs are valid sequences and the capture design includes probes mapping to them, we excluded these transcripts from the HQ set to allow the comparison with publicly available resources that do not make use of unplaced contigs.

### Sample-to-sample distance

Gene expression count quantitation was performed using HTSeq count (v0.6.1) (Anders et al. 2015) on genes across the 16 samples. These count data were normalized using DESeq2 (v1.6.3) (Love et al. 2014), and Euclidean distances between the samples were calculated on these regularized log-transformed counts. The distance matrix was used to compute sample-to-sample distances. The BioConductor package FactoMineR (v1.29) was used to perform principal component analysis on this matrix.

### Repeat and low complexity filtering

To generate the HQ set, we removed transcripts with a high content of repeats or low complexity elements. Such regions were defined according to RepeatMasker (Smit et al. 2013–2015) masked nucleotides of Ensembl version 74 assembly. Transcripts showing >90% masked nucleotides were removed.

### Filtering of previously annotated transcripts

To generate the HQ set, we removed transcripts already annotated in GENCODE (M4). To identify such transcripts, we utilized the BEDTools2 intersect (Quinlan and Hall 2010) (v2.22.1) tool with options “-s –split –f 0.99.”

### Filtering of redundant transcripts

To generate the HQ set, we removed redundant transcript isoforms. The Jaccard distance was used to assess isoform dissimilarity, comparing the union and the intersection of the transcript coordinates. For each gene, we removed all the isoforms with a Jaccard distance score >0.98 as defined by BEDTools2 (v2.22.1) (Quinlan and Hall 2010).

### FPKM threshold estimate

Transcript assemblies with less than eightfold coverage can be considered unreliable and discarded (Jiang et al. 2011). To estimate an FPKM threshold corresponding to eightfold coverage, we calculated a second-degree polynomial fit between mean ERCC coverage [log_2_(read counts × read length/ERCC size)] and known concentrations (log_2_) for each sample; based on this, we calculated the concentration for which the fit value equals 8 (Supplemental Fig. S4). We then computed a third-degree polynomial fit between known ERCC concentrations and their FPKM values calculated by Cufflinks; based on this fit, we calculated the fitted FPKM value at the concentration for which the coverage is eightfold (Supplemental Fig. S5).

The polynomial fits were calculated in R (version 3.1.2) using the lm (linear model) function. Based on the known concentrations of ERCC spike-ins, we are able to provide an approximate estimate of the RNA copy number at which eightfold coverage is reached. In liver, an eightfold coverage is reached at 0.02 amol/µL, which taking into account a total volume of 24 µL, corresponds to 2.89 × 10^5^ molecules (0.02 amol/µL × 24 µL = 0.48 amol = 0.48 × 10^−18^ mol; 0.48 × 10^−18^ mol × 6.022 × 10^23^ molecules/mol = 2.89 × 10^5^ molecules). Considering that the starting amount of RNA is 10 µg and assuming an RNA extraction yield for mouse liver of 5 µg/mg of tissue (Qiagen RNeasy Mini Handbook), we can estimate that the 10 µg of RNA used for library preparation were extracted from 2 mg of tissue (10 µg/5 µg/mg = 2 mg of liver tissue). Assuming an hepatocellularity number for mouse liver of 1.35 × 10^8^ cells/g tissue (Sohlenius-Sternbeck 2006), we can estimate that 2 mg of tissue correspond to 2.7 × 10^5^ liver cells (0.002 g × 1.35 × 10^8^ cells/g = 2.7 × 10^5^ cells). Therefore, it can also be estimated that 8× sequencing coverage is reached at a concentration of one copy of RNA per cell (2.89 × 10^5^ molecules/2.7 × 10^5^ cells = 1.07 molecules/cell).

### Splicing maturation degradation product filtering

To prevent the inclusion in the HQ set of possible degradation products of splicing events, we removed sense intronic monoexonic transcripts lacking 5′ CAGE support and with no evidence of being expressed enhancers. Transcripts whose transcription initiation did not match any permissive FANTOM CAGE peak (The FANTOM Consortium and the RIKEN PMI and CLST [DGT] 2014) within 100 bp distance and not sharing at least 80% reciprocal coverage with mouse enhancers (Villar et al. 2015) were discarded.

### Conservation analysis

The UCSC (Karolchik et al. 2004) *phastConsElements60way* track was used to estimate transcript evolutionary conservation (Supplemental Figs. S4, S20). This considers phastCons-conserved elements generated using multiple alignments of 59 vertebrate genomes to the mouse GRCm38 genome. For each transcript, the scores of the conserved elements are multiplied by the number of overlapping bases and added. The total score is normalized by the sum of the exon lengths.

The conservation analysis shown in Figure 2 was made with the set of HQ spliced exons not overlapping GENCODE (M4) exons in any strand. The analysis was performed with deepTools (v1.5.9.1) (Ramírez et al. 2014) and the 60-way phyloP (Pollard et al. 2010) conservation bigWig (mm10.60way.phyloP60way.bw) available from UCSC. deepTools was run with the option –binSize 1 to measure the conservation with 1 nucleotide resolution. To reduce the redundancy of the data set and avoid double counting, the coordinates of overlapping exons were collapsed with BEDTools2 merge (Quinlan and Hall 2010) (v2.22.1) to the leftmost and rightmost positions. The promoter conservation analysis shown in Supplemental Figure S25 was made with deepTools (v1.5.9.1) together with the phyloP 60-way conservation bigWig, 10-nt bin resolution and showing an interval of 1 kb (±500 bp around the TSSs).

### Coding potential analysis of HQ exons originating from spliced transcripts

The maximum ORF size of HQ exons derived from spliced transcripts was estimated with CPAT. In Figure 2A and B, exons are labeled as coding if the ORF covers at least 70% of their sequence. Exons are marked as noncoding if the ORF covers <20% of their sequence. ORFs covering between 20% and 70% of the exon sequences are not shown. Figure 2C shows three groups of exons based on evolutionary conservation. The medians of the ORF coverage of the exons in these groups were measured using CPAT maximum ORF size predictions.

### Selection on HQ genes starting upstream of the previous annotation

The selection of HQ genes corresponding to annotated genes but showing an upstream start consider multiple steps. First, the coordinates of GENCODE (M4) genes overlapping on the same strand were collapsed into single units. Next, the HQ genes overlapping one-to-one with either GENCODE (M4) genes or collapsed blocks and starting at least 400 nt upstream were selected. By doing the gene bridging, two or more separate GENCODE (M4) genes were discarded. Finally, the exon coordinates were compared to make sure that there is a match between HQ exons and previous exons.

### Mouse ENCODE data processing

We use the following RNA polymerase II ChIP-seq data sets downloaded from the Mouse ENCODE portal (http://hgdownload.cse.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeLicrTfbs/): cerebellum, cortex, heart, kidney, liver, olfactory bulb, testis, and whole brain. This is combined with EP300 ChIP-seq from heart and the Input samples. DHS data sets were downloaded from the Mouse ENCODE portal (http://hgdownload.cse.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeUwDnase): brain, cerebellum, heart, kidney, and liver. In both cases, reads were remapped to the GRCm38 assembly with Bowtie 2 (--very-sensitive option set) (Langmead et al. 2009). We aligned a total of 76 samples. Alignments from multiple samples corresponding to the same tissue were merged together and transformed to bigWig format. The ChIP-seq samples were scaled by library size and Input subtracted using bigwigCompare in the deepTools package (Ramírez et al. 2014).

Figure 4 demonstrates the ChIP-seq scaled and Input subtracted scores for the HQ genes starting upstream of the previous annotations. The panels in Figure 4A represent the mean ChIP-seq scores, in which each panel refers to a different tissue. The light gray slopes indicate all the HQ genes starting upstream of the previous annotations. The dark gray slopes represent tissue-specific subsets, including just the genes expressed with at least 5 FPKM in each specific tissue. In Figure 4B, the curve shows median score. In this case, each gene contributes just with the score of the tissue where it is best expressed (highest FPKM).

Similarly, Supplemental Figure S15 shows the DHS support of the HQ genes starting upstream of the previous annotations. In (a), each panel represents a different tissue. The purple slopes represent mean DHS values for all the HQ genes starting upstream of previous annotations. The orange curves represent tissue-specific subsets, including for each tissue just the genes expressed with at least five FPKMs. The curve shown in (b) represents the median DHS scores, in which each gene contributes with the DHS score of the tissue where it is best expressed (highest FPKM).

Two brain RNA-seq replicates (GEO accession GSM1000572) were downloaded from http://hgdownload.cse.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeCshlLongRnaSeq, and the reads were aligned to the mouse GRCm38 genome using TopHat2, (version 2.0.13; --no-coverage-search; --b2-sensitive) in combination with a prebuilt transcriptome index generated using GENCODE annotations (M4, released December 3, 2014).

### LncRNA expression sensitivity analysis

In Supplemental Figure S24, the two brain RNA-seq libraries (GEO accession GSM1000572) were used to compare the lncRNA expression sensitivity. To define the lncRNA gene set, the HQ transcript models corresponding to GENCODE M4 lncRNAs were selected using BEDTools2 intersect (version 2.25.0) (Quinlan and Hall 2010) with options “-split -s -F 0.8” (requiring at least 80% overlap between the GENCODE lncRNA and the HQ model and the same strand). The genes of the selected transcripts were represented as dots in Supplemental Figure S24. The expression readout was estimated using HTSeq count (version 0.6.1) gene counts added with 1 pseudo count, normalized by the total reads mapped by TopHat2, and natural logarithm transformed.

### CAGE support analyses

Permissive FANTOM (The FANTOM Consortium and the RIKEN PMI and CLST [DGT] 2014) CAGE peaks were downloaded from http://fantom.gsc.riken.jp/5/datafiles/latest/extra/CAGE_peaks/. The genomic coordinates were recomputed for the GRCm38 assembly using liftOver (Kuhn et al. 2013). We assessed whether the observed overlap between new transcription sites and CAGE peaks would be achievable by chance. Hence, we select a nonredundant HQ transcription start site (TSS) set. If two or more transcript start sites map at least 50 nt from each other, only the isoform with the highest FPKM was considered. Additionally, we discarded all TSSs mapping on the same orientation and within 400 nt from GENCODE TSSs. We randomly projected the TSS coordinates to the mouse genome 1000 times utilizing BEDTools2 shuffle (Quinlan and Hall 2010) (v2.22.1), excluding the gap regions, the random chromosomes, the unplaced contigs, and the mitochondrial chromosome. The overlap between the CAGE peaks and the selected genomic areas was performed with BEDTools2 window (v2.22.1) reporting just the overlaps on the same strand and within an area of 200 nt.

### Selection of brain enriched/depleted HQ genes and GO analysis

In this analysis, we considered the HQ genes enriched in the brain tissues (brain, cortex, cerebellum, and olfactory bulb) versus the nonbrain ones (heart, liver, kidney, and testes). Expression was measured with Cuffquant/Cuffnorm (Trapnell et al. 2012). We selected the HQ genes with a log_2_ fold change brain/nonbrain of the median FPKM above 2 (Equation 1) as follows:

(1) $$\mathrm{lo}g_{2}\left(\frac{Mb}{Ma}\right)>2\mathrm{FPKM},$$

where *Mb* and *Ma* represent, respectively, the median FPKM in brain and nonbrain tissues. The HQ genes with median FPKM below 2 in both the brain and nonbrain tissues were not considered in this analysis. For each of the remaining HQ genes, we collected the identifiers of the overlapping RefSeq gene when available, or the closest RefSeq genes mapping on the 3′ and on the 5′. The list of RefSeq identifiers was converted to Entrez-ids and evaluated for GO biological process term enrichment with R 3.1.2 using the library GOstats 2.32 and the R Bioconductor genomewide mouse annotations from package org.Mm.eg.db (version 3.0.0) (Falcon and Gentleman 2007; R Core Team 2014). The results were sorted by *P*-value, and the top 20 terms are shown. Each term is shown in a color scale representing the Benjamini-Hochberg multiple testing adjusted *P*-value (Benjamini and Hochberg 1995).

## Data access

The RNA-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE72311 and to the NCBI BioProject (https://www.ncbi.nlm.nih.gov/bioproject/) under accession number PRJNA293710.

How the deposited data were processed for this re-analysis (not part of the article)

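RNA of whole brain, cerebellum, cortex, olfactory bulb, heart, kidney, liver and a tissue labelled testis of adult C57BL/6J mice was captured with the lncRNA design and with the splice junction design, with 1 library per tissue and design (16 libraries). ERCC mix 1 was added to whole brain, cerebellum, heart and liver and mix 2 to cortex, kidney, olfactory bulb and the tissue labelled testis. Tissue and design were taken from the sample labels. The libraries labelled testis go against their label, as the data on marker genes show, and are named in that way throughout.

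The authors aligned the reads to GRCm38 with TopHat2, assembled each library with Cufflinks 2.2.1 guided by GENCODE M4, merged the assemblies with Cuffmerge and quantified them with Cuffnorm 2.2.1. The deposited signal values are Cuffnorm's normalized estimates of fragments for each transcript and library, which the authors scaled by a factor per library before deposition. The deposited assembly gives the exons of each transcript. It gives no class codes, so transcripts were compared with GENCODE anew.

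The values of all transcripts of a gene model were summed. Sums of up to 20 times the smallest step of their library are whole multiples of it, to within 0.1 of a step, and division by that step gave the fragments, 395,430,774 in all. Single transcripts have fractional fragments, because the authors' software divides fragments among isoforms. Libraries held 8,930,235 to 43,889,288 fragments. Intervals of shares are 95% Wilson intervals and cover counting error only. Coverage of a transcript was its fragments times the read length of 102 nt for each mate over its length.

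Annotation was GENCODE M21 on GRCm38. The set of M4-era transcripts was taken from the order of transcript identifiers, at the break where transcripts cease to be in the assembly. It stands in for M4, which was not used here. A transcript counted as annotated where it had the intron chain of an M4-era transcript or lay within the exons of such a transcript. A single exon transcript counted where it lay inside an M4-era exon over at least 99% of its length. An isoform that only skips annotated exons may thus count as annotated and be missing from the new isoforms and junctions. The remaining transcripts were classed as new isoforms (exon overlap on the same strand), intergenic, within introns on the same or the opposite strand, antisense, or other. Of the paper's filters, those on placement, orientation, annotation and length (at least 200 nt) were applied. Those on probe overlap, ERCC-based thresholds, repeats, strand bias, CAGE tags and noncanonical splice sites were not, since their inputs (for the thresholds, the known spike-in concentrations) were not used here, and the one on redundancy was not applied either. An upstream start or downstream end lay at least 400 nt from the annotated one. A bridging gene model had a transcript with exon overlap with at least 2 genes on the same strand.

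Brain and nonbrain tissues (n = 4 each) were compared on the log2(value + 1) values averaged over both designs, with limma 3.58.1 in R 4.3.3, for 30,849 gene models with a mean value of at least 10, at a Benjamini-Hochberg adjusted p under 0.05. The capture designs were compared in the same way with tissue as a factor (n = 8). The 18 gene lists were tested with limma's camera with its preset correlation and with an estimated one. They hold markers of neurons, oligodendrocytes, astrocytes, microglia and macrophages, cerebellum, forebrain cortex, olfactory bulb, heart muscle, kidney, liver, testis germ cells, red blood cells, endothelium and choroid plexus with ependyma, well-known lncRNAs, Y-linked genes, housekeeping genes and the genes and transcripts that the paper names. Single transcripts were compared by exact permutation over all 70 assignments of 4 tissues against 4, whose smallest p is 0.0286, and distances over all 35 splits. Brain-enriched genes followed the paper's criterion (median FPKM of at least 2 and a log2 ratio of at least 2, where the paper's formula has a ratio above 2), with FPKM rebuilt from the fragments. Tissue specificity was given by the index tau for transcripts with a value of at least 10. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used.

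The genes named are those that the paper names, the members of the fixed lists, the 10 largest positive and the 10 largest negative log2 fold changes of each limma comparison among gene models past the threshold with a GENCODE symbol (with separate groups, or with the same direction in all 8 tissues), the 5 spliced intergenic transcripts with the highest value per design, and the 5 bridging gene models with the highest summed value. Some genes and transcripts that this rule takes are not reported here and are left out of the counts of named genes and of groups tested with Dixon's test. Others are named only with the remark that they were chosen after their values were seen. Lists of keratinocyte, squamous epithelium, sebaceous gland, Sertoli cell, Leydig cell, epididymis and skeletal muscle genes were written after the germ cell genes had been seen.

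The tests were tried on simulated data with 200 changed gene models. Between brain and nonbrain tissues, 0%, 5.97% and 56.1% of the changes of 1, 2 and 4 on the log2 scale were recovered, with 0 false calls, and between the designs 10.4%, 53.7% and 77.3%, with 3 false calls. With only 200 changed gene models, the adjusted threshold is stricter than with the 9629 called between brain and nonbrain tissues in the data. There, Actb (-1.08) and Sdha (-1.31) were called. The simulated shares therefore do not give the recovery in the data, where small differences can still be missed.

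Alternatives to the pseudocount, filter, scaling, gene unit, designs, covariates and tissues included were fixed in advance. Other alternatives were added after the data were seen. Among them were a fit of recovered fragments with voom and the omission of the whole brain lncRNA library. A presumed carry-over between the nonbrain libraries of a hybridization pool was subtracted, with all tissues or without the libraries labelled testis. GENCODE matches within the assembly and a set with at least 8-fold coverage and without sense intronic single exon transcripts were also added then. CAGE, ChIP-seq, conservation, repeat and protein data, the standard RNA-seq of other projects and the probe coordinates were not used here.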

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

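The tests of carry-over, of capture or alignment missing germ cell genes, of a testis without germ cells and of a mixture with testis were chosen only after the results were seen, whereas the list for the test on squamous epithelium was written before its genes were looked at. Of 222 groups of 4 or 8 values tested for a library far from the others (Dixon's test), 31 passed, where chance gives about 1 in 20.

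The libraries labelled testis held keratin and squamous epithelium genes at high levels and lacked germ cell genes, a signal that the paper does not report on. Of 20 squamous epithelium genes with at least 10 fragments in the splice junction design, 16 (80.0%) were highest in the library labelled testis, and of 18 in the lncRNA design 15 (83.3%) were. Of 19 germ cell, Sertoli and Leydig genes, 2 (10.5%) were highest there, which argues against capture or alignment missing germ cell genes alone, and of 14 Sertoli and Leydig genes 2 (14.3%) were, which argues against a testis without germ cells. Of 12 germ cell genes, 10 (83.3%) had under 10 fragments in the splice junction library and 11 in the lncRNA library labelled testis. This count restates the missing germ cell genes, and only 5 of the 12 reached 10 fragments in any splice junction library (2 in the lncRNA design). It therefore cannot decide on a mixture with a large share of testis. Most marker genes of the other tissues with a list went with their labels, with 10 of 10 cerebellum, 11 of 11 liver, 10 of 11 kidney, 12 of 14 heart, 7 of 8 cortex and 5 of 7 olfactory bulb genes highest in their splice junction libraries. Highest in the splice junction library labelled testis were 5 of 8 sebaceous gland, 4 of 7 skeletal muscle and 2 of 3 epididymis genes. A candidate explanation is RNA of skin or another squamous epithelium under the testis label. Whether by a mislabelled sample or by one mixed with testis RNA stays open, and what the muscle and epididymis genes reflect was not tested.

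Between the designs, the difference between brain and nonbrain tissues itself differed (interaction term, limma): 4489 gene models were more and 1365 less brain-biased in the lncRNA design. Genes past the threshold in each design went the same way in 3174 cases and opposite ways in 8.

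Single tissues stood apart in the following groups, on the log2(value + 1) scale. Liver was far above the other nonbrain tissues for Ahsg (18.13, others 9.97 to 11.22), Mug1 (16.89), Cyp3a11 (15.76), Alb (14.36), F9 (11.34) and Cyp7a1 (10.20). Kidney was for Slc34a1 (14.41), Gad1 (2.40, others 0) and TCONS_00004285 (1.07). The last value rests on 2 fragments in the kidney lncRNA library. Heart was for Actc1 (17.79), Rmst (10.93), Camk2a (7.95), Slc17a7 (7.23) and Pcdh11x (1.26, others 0). The value for Pcdh11x rests on 1 fragment in the heart lncRNA library. The tissue labelled testis was far below the other nonbrain tissues for Aqp4 (0.52). Among brain tissues, cerebellum was low for Grin2b (8.34), whole brain was low for Htt (10.75, others 11.30 to 11.39) and high for Mug1 (0.45, others 0), and olfactory bulb was high for Krt79 (0.25, others 0) and Pzp (1.56).

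Within a capture design, liver was far above the other tissues for Aox3 in both designs (10.85 in the lncRNA and 18.04 in the splice junction design), as heart was for Nrap (9.76 and 17.68). In the splice junction design, heart was high for Anxa3 (12.35) and at 0 for Zfas1, cerebellum was low for Csf1r (10.21), and whole brain was low for Kcnq1ot1 (4.49) and Gm37296 (0.90). In the lncRNA design, whole brain was low for Firre (10.31). The liver lncRNA library had 45.6% of its fragments on ERCC spike-ins, against 25.2% to 27.6% in the other nonbrain lncRNA libraries.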

How the results depend on the processing

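The voom, carry-over, whole brain, coverage and matched-GENCODE alternatives were chosen only after the data were seen. Brain and nonbrain tissues could not be paired, because all libraries carry replicate 1 and the numbers pair no samples across tissue groups. The capture designs were compared within tissues, with tissue as a factor. The alternative of original GENCODE transcript identifiers was not run, since the assembly carries none. With 4 tissues against 4, 1 library per design and 8,930,235 to 43,889,288 fragments per library, small differences can be missed.

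Among the leading results, 189 alternatives left the value within the bounds set, 45 moved it and 2 ended a call. Among the other results, 2583 left it, 136 ended a call, 96 moved it, 2 gained a call and 2 reversed. Of 58 genes named for brain, 34 kept their call in every setting in which they were tested, and none changed sign. There were 23 such settings, and 22 for Foxj1, Ddx4 and Dazl. Of 27 named for capture, 26 kept their call in all 18 and none changed sign. The causes of the moves below were not tested, except that a higher minimum and gene symbols leave fewer genes to test and single designs fewer libraries.

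Between brain and nonbrain tissues, a mean of at least 100 gave 5740 gene models, 3789 of them higher in brain, gene symbols gave 4218 higher, and splice junction CaptureSeq alone 5868, of which 3745 were higher. Those lower in brain numbered 1696 with the same total per library (8175 higher, median log2 fold change 0.63), 4842 after quantile normalization, 1494 in lncRNA CaptureSeq alone, 1479 without its whole brain library and 1558 with voom, and 1479 (without cortex) to 2952 (without heart) when a tissue was left out. With carry-over subtracted, 6817 were higher and 1783 lower, and 6633 and 1831 also without the libraries labelled testis. Between the designs, a mean of at least 100 gave 16,476, of which 9511 were higher in the lncRNA design, and gene symbols 17,776, of which 7798 were.

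Brain-enriched genes by the paper's criterion ranged from 3700 (without liver) to 8512 (without whole brain) over all gene models and from 3124 to 7496 over those with a transcript not in GENCODE. Grk4, summed without TCONS_00091866, reversed to -0.10 in lncRNA CaptureSeq alone and to -0.058 without liver, and was 0.70 without heart. With splice junction CaptureSeq alone, 0 of the 4 X-linked transcripts differed. Median tau of spliced intergenic transcripts was 0.68 at a minimum of 100 and 0.89 on linear values in the lncRNA design, and 0.80 and 0.94 in the splice junction design. In the lncRNA design, it exceeded that of protein-coding transcripts by 0.068 as chosen, 0.240 at a minimum of 100 and 0.056 on linear values. In the splice junction design, these gaps were 0.356, 0.467 and 0.182. With an estimated correlation, 0 of the 18 lists passed, against 11 with the preset one. Distances between the groups exceeded those within them by 217, by 141 on log2(value + 10), by 260 in lncRNA and 217 in splice junction CaptureSeq alone, and by 0.32 on 1 minus the Spearman correlation. The exact p was 0.0286 each time, the smallest that 35 splits allow, so it cannot show how stable the difference is.

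With a value of at least 10, the assembly had 21.9% unspliced transcripts, 3.65 isoforms, 11.1 exons and 3094 nt, and loci were 40.3% intergenic and 54.2% intronic. Assembly transcripts matching GENCODE gave 17.6%, 2.41, 8.14 and 2526 nt. The set with at least 8-fold coverage and without sense intronic single exons gave 17,126 genes, 27,829 transcripts (20,762 spliced, 7067 single exon), 7870 loci (83.0% intergenic, 3.86% intronic), 18,228 overlapping transcripts, 12,938 changed exons and bridges of other types (44) and mixed types (83). With a shared splice site, bridges of other types numbered 28.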

Differences from the paper's values

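The set with at least 8-fold coverage was chosen only after the data were seen. The values here come from a wider group than the paper's set of high quality genes, since the filters on probe overlap, ERCC-based thresholds, repeats, strand bias, CAGE tags, splice sites and redundancy were not applied, and M4-era transcripts of M21 stood in for M4.

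Transcripts not in GENCODE numbered 57,022 in 33,926 genes, where the paper's values are 27,183 and 17,885. Of these, 36,150 were spliced and 20,872 had a single exon, where the paper's values are 18,597 and 8586. Loci without GENCODE exons numbered 21,369 (the paper's value is 9201), of which 51.0% were intronic (the paper's value is 24.8%). Transcripts overlapping GENCODE exons numbered 32,711 (the paper's value is 16,708), new exons 14,577 (8807 in the paper), changed exons 20,678 (8981 in the paper) and new splice junctions 23,214 (11,933 in the paper). For all of these, the alternative set before the data were examined, a value of at least 10, also differed by more than 1.5 times.

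Genes starting upstream numbered 1495 (2536 transcripts), where the paper's value is 816, given as transcripts in its Results and selected as genes in its Methods. The comparison here is of genes. Of the alternatives set before the data were examined, a distance of at least 1000 nt came within 1.5 times (1154), and a distance of at least 200 nt (1770) and a value of at least 10 (1385) did not. Gene models that bridge protein-coding genes numbered 327, where the paper's value is 180, and neither a shared splice site (316) nor a value of at least 10 (309) came within 1.5 times.

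With at least 8-fold coverage in a library and without sense intronic single exon transcripts, a setting chosen after seeing the values that drops 1 of the 6 transcripts the paper names (TCONS_00134636), the numbers came within 1.5 times of the paper's for genes (17,126), transcripts (27,829), spliced (20,762) and single exon transcripts (7067), loci (7870), overlapping transcripts (18,228), new exons (10,516), changed exons (12,938), junctions (15,745), genes starting upstream (1049; their 1583 transcripts did not) and bridges of protein-coding genes (256). The share of intronic loci (3.86%) still differed, and that of intergenic loci (83.0%, where the paper's value is 53.9%) differed by more than 1.5 times in this set and not without it (43.5%).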

Other observations

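The tests of carry-over, of shared reads, of expression in other organs and of the capture reaction, and the counts over other splits, were chosen only after the results were seen.

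Liver and the other organs had many gene models restricted to them (at least 100 fragments and a value at least 10 times that of every other tissue), and the brain regions, which overlap with whole brain, few. In the splice junction design, 402 gene models were restricted to liver, 291 to the library labelled testis, 284 to kidney and 227 to heart, against 61 for olfactory bulb, 16 for cerebellum, 5 for whole brain and 1 for cortex. In the lncRNA design, the numbers were 325 for liver, 228 for the library labelled testis, 188 for kidney, 183 for heart, 72 for olfactory bulb, 23 for cerebellum, 15 for cortex and 5 for whole brain. Of those for liver, 338 and 226 were protein-coding.

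Some neuronal genes were more brain-biased in the splice junction design and some lncRNAs in the lncRNA design, named here after their values were seen. The log2 fold change between brain and nonbrain tissues was 2.30 in the lncRNA and 9.41 in the splice junction design for Il1rapl1, a difference of -7.11 (adjusted p = 5.6e-06 from limma's interaction term), and the difference was -6.82 for Nrg3 and -6.49 for Gabra6. For Mir9-3hg it was 12.85 and 3.16, a difference of 9.69, and for C230004F18Rik the difference was 9.68. Between the designs, the median log2 fold change was 4.84 for lncRNAs and -2.65 for protein-coding genes. The log2(value + 1) scale understates the change of low genes, so these differences may reflect capture. Whether they show a difference in brain bias was not tested. Ttn and Myh6 were listed at 0 in the heart splice junction library and Lrp2 in that of kidney, while each other nonbrain library of that design held at least 9761 fragments of Ttn, 9167 of Myh6 and 7988 of Lrp2, so the values of 0 understate these genes. The counts of the gene lists include them, and they are the 2 heart and the 1 kidney gene that were not highest in the splice junction library of their own organ. Eef1a1 was listed at 0 in the lncRNA libraries of kidney and liver and in that labelled testis, against 151,888 to 874,556 fragments in the other lncRNA libraries, and Malat1 in 4 lncRNA libraries, against 160,809 to 686,319 in the other 4, so a 0 for an abundant gene does not show its absence.

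Organ-specific genes appeared at low shares in the other nonbrain libraries. In the splice junction design, the median share of the source organ's fragments was 1.02% in the other nonbrain libraries (0.711% to 1.78%) and 0.0113% in the brain libraries, a ratio of 0.0111, and the median interquartile range of the log2 share was 0.19. In the lncRNA design, the ratio was 0.0622, which argues against reads shared with paralogs expressed alike in brain and nonbrain tissues. It cannot decide on paralogs expressed mainly in nonbrain tissues, which would give a low ratio too. With liver genes in kidney left out, the share of a gene in the nonbrain lncRNA libraries was 0.382 of that in the splice junction design (median of 15, quartiles 0.300 and 0.433). These 15 values come from the heart genes Actc1, Pln and Ryr2 and the liver genes Ahsg, Alb and Apob, each in several libraries. They argue against expression of those genes in the other organs, and no kidney gene was covered. Liver genes in kidney varied more (interquartile range of the log2 share 1.78 in the splice junction and 2.87 in the lncRNA design), with shares of 104% for Hnf4a, 28.0% for Cyp2e1 and 3.92% for Apob in the splice junction design. These are 3 of 10 liver genes (30.0%) with a share in kidney above every share of the other pairs of nonbrain libraries (at most 2.49%), as 2 of 4 were in the lncRNA design (at most 0.974%), which argues against carry-over as the only source of liver genes in kidney. Expression in kidney stays open, since the ratio of the designs there (0.449, quartiles 0.394 and 0.753) rests on 3 genes. For the rest, a candidate explanation is carry-over between libraries hybridized in one pool, tested on the data in which it was seen. The step at which such carry-over would arise was not tested.

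Single exon transcripts took a lower share in the whole brain lncRNA library than in the brain subregions. In the splice junction library of whole brain, the share was also the lowest of the brain libraries (0.794%, against 1.21% in the lowest subregion, SD 0.29), which argues against the capture reaction of that library alone. In lncRNA CaptureSeq, single exon transcripts within introns in sense orientation rose 3.57 times in the subregions over whole brain. Antisense ones rose 1.14 times and intergenic ones 1.13 times. The ratio of the antisense to the sense intronic rise was 0.318, which argues against genomic DNA as the only source. In splice junction CaptureSeq, the rises were 5.35, 1.60 and 2.53 times in the same order, so a part of genomic DNA stays open. More unspliced RNA in the subregion libraries is a candidate explanation, and a biological difference between whole brain and its subregions was not tested.

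The number of gene models that differ between brain and nonbrain tissues (9629) was reached by 1 of the 35 splits of the tissues, the real one. The highest other split gave 3. This argues against chance only as far as 35 splits allow. Every other split mixes brain and nonbrain tissues within its groups, which by itself lowers the count. For the capture designs, the number (29,100) was reached by 1 of 100 splits drawn within tissues, the real one, where the highest other gave 23,574. That split and all others that gave 17,425 or more had the designs switched in 1 or in 7 of the 8 tissues, which keeps most of the capture effect, and splits with 2 to 6 tissues switched gave at most 1.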
